# Acacetin alleviates autoimmune myocarditis by regulating CD4+ T cell mitochondrial respiration

**DOI:** 10.1186/s13020-024-00943-9

**Published:** 2024-05-13

**Authors:** Yang Lu, Yu-Wei Wu, Jiu Pu, Qiong-Feng Wu, Qian Dong, Ning Zhao, Gui-Rong Li, Yi-Mei Du

**Keywords:** Acacetin, Myocarditis, CD4+ T cells, Th17 cells, Mitochondrial complex II, Mitochondrial respiration

## Abstract

**Background:**

Myocarditis refers to an autoimmune inflammatory response of the myocardium with characterization of self-reactive CD4+ T cell activation, which lacks effective treatment and has a poor prognosis. Acacetin is a natural flavonoid product that has been reported to have anti-inflammatory effects. However, acacetin has not been investigated in myocarditis.

**Methods:**

Oral acacetin treatment was administered in an experimental autoimmune myocarditis model established with myosin heavy chain-alpha peptide. Echocardiography, pathological staining, and RT-qPCR were used to detect cardiac function, myocardial injury, and inflammation levels. Flow cytometry was utilized to detect the effect of acacetin on CD4+ T cell function. RNA-seq, molecular docking, and microscale thermophoresis (MST) were employed to investigate potential mechanisms. Seahorse analysis, mitoSOX, JC-1, and mitotracker were utilized to detect the effect of acacetin on mitochondrial function.

**Results:**

Acacetin attenuated cardiac injury and fibrosis as well as heart dysfunction, and reduced cardiac inflammatory cytokines and ratio of effector CD4+ T and Th17 cells. Acacetin inhibited CD4+ T cell activation, proliferation, and Th17 cell differentiation. Mechanistically, the effects of acacetin were related to reducing mitochondrial complex II activity thereby inhibiting mitochondrial respiration and mitochondrial reactive oxygen species in CD4+ T cells.

**Conclusion:**

Acacetin may be a valuable therapeutic drug in treating CD4+ T cell-mediated myocarditis.

**Graphical Abstract:**

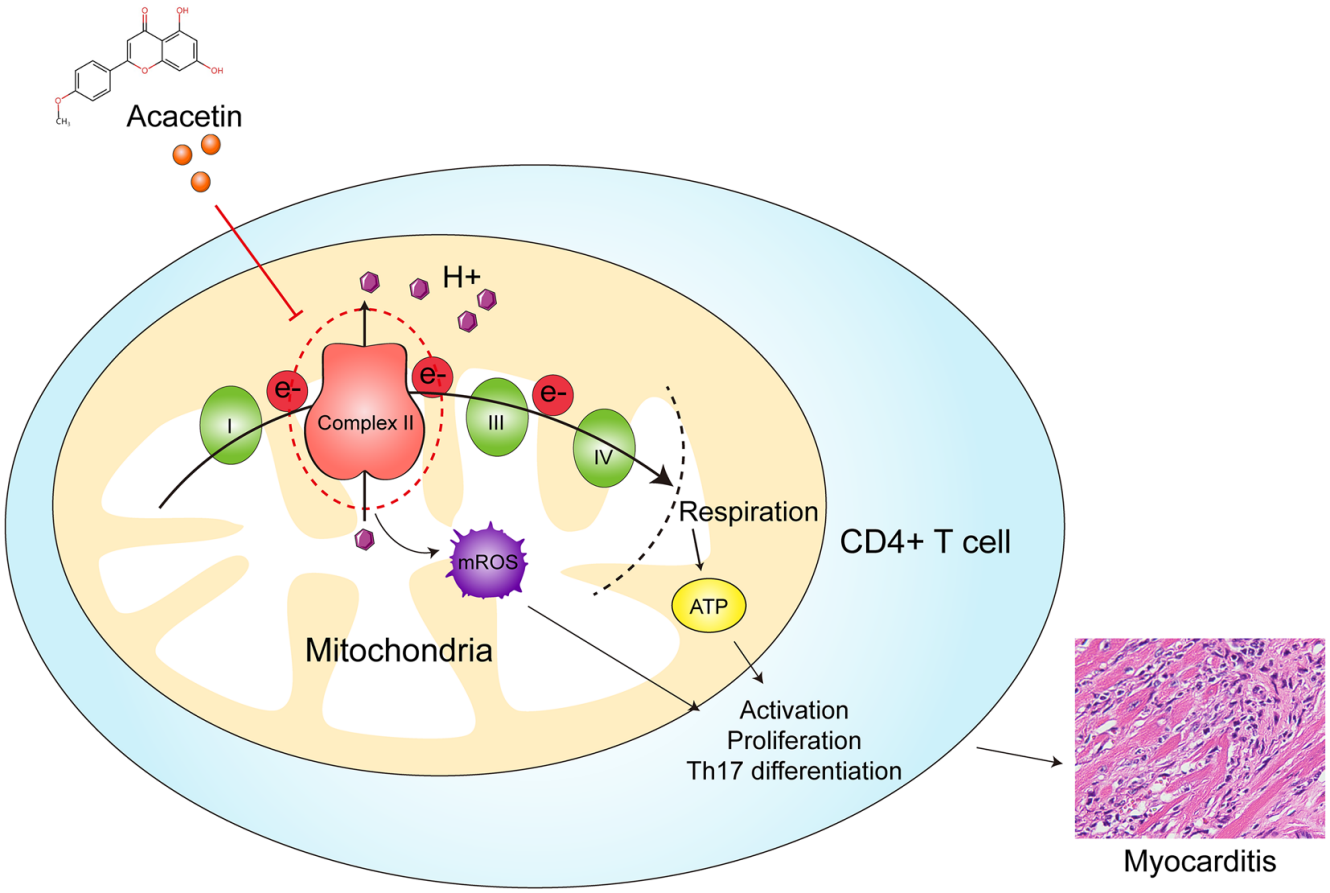

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13020-024-00943-9.

## Introduction

Myocarditis is an autoimmune inflammatory disease characterized by myocyte necrosis and inflammatory cell infiltration. It is a common cause of sudden death in adolescents and usually progresses to dilated cardiomyopathy (DCM) and heart failure, resulting in a poor prognosis. Clinical treatments of myocarditis are usually supportive, which include corticosteroid therapy (to help reduce inflammation), cardiac medications, such as a beta-blocker, ACE inhibitor, a low-salt diet, diuretic therapy to treat fluid overload, antibiotic therapy, etc. [1]. Recent studies show that activation of self-reactive effector CD4+ T cells is a main driver that causes myocardial injury and progression of DCM [2], such as IL-17-producing Th17 cells [3, 4]. The effector CD4+ T cells exacerbate myocarditis by promoting viral replication, secretion of cytokines, myeloid cell infiltration, and myocardial fibrosis [5]. Therefore, targeting CD4+ T cell activation may be crucial for developing new treatment of myocarditis.

The natural flavone acacetin (5,7-dihydroxy-4-methoxyflavone) has been reported to have antioxidant and anti-inflammatory properties. Recent studies have experimentally shown that acacetin is effective in several cardiac diseases such as atrial fibrillation, myocardial infarction, and diabetes cardiomyopathy [6–8]. Acacetin inhibits oxidative stress during myocardial ischemia/reperfusion injury by activating Nrf-2 [9] and alleviating cardiac senescence by targeting mitochondrial autophagy [10]. We previously demonstrated that acacetin inhibits human T cell activation via blocking Kv1.3 channels [11]. However, the detailed mechanism of acacetin action on T cells and its role in the pathogenesis of myocarditis remain unclear.

In the present study, we established an experimental autoimmune myocarditis (EAM) model in BALB/c mice and evaluated the effects of acacetin on cardiac injury and heart function and CD4+ T cell-associated immune responses in EAM mice. We analyzed the effects of acacetin on CD4+ T cell activation and proliferation. RNA sequencing (RNA-seq) molecular docking, and microscale thermophoresis (MST) were used to evaluate the mechanism of acacetin’s action on CD4+ T cells. Finally, we examined if acacetin could prevent the progression of DCM. Acacetin appears to be a promising therapeutic drug for myocarditis treatment.

## Materials and methods

### Experimental animals

Six- to seven-week-old male BALB/c mice were purchased from SPF Biotechnology Ltd (Beijing, China) and maintained in an SPF facility at Tongji Medical College. Animal experimental protocols were approved by the Animal Care Committee of the Union Hospital of Tongji Medical College, Huazhong University of Science and Technology ([2022] IACUC Number 3029). The experimental procedure followed the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

### EAM model induction and drug treatment

EAM model was established in BALB/c mice with cardiac-specific peptide-α (α-MHC: Ac-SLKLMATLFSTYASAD-OH) purchased from Shanghai GL Biochemical Company. The peptide was dissolved in saline and emulsified with complete Freund’s adjuvant at a 1:1 ratio. On day 0 and day 7, 0.2 ml of the emulsion was injected subcutaneously into the animals. Experimental animals were divided into three groups: the control group, the EAM + vehicle group (Vehicle group), and the EAM with acacetin treatment group (Acacetin group).

Acacetin used in the present study was synthesized in the laboratory as described previously [7]. EAM mice receiving drug treatment were gavaged with suspension solution of acacetin (100 mg/kg daily) with hydroxypropyl-β-cyclodextrin, while control mice and vehicle mice were gavaged with equivolume of hydroxypropyl-β-cyclodextrin solution for 3 weeks or 2 weeks as specifically described in the results.

### Echocardiography

Echocardiography was performed using a Vevo 1100 ultrasound system (Visual Sonics, Toronto, Canada) to evaluate heart function in mice anesthetized with 1.5% isoflurane to obtain two-dimensional views of the short mid-ventricular axis and the long parasternal axis. Heart function was analyzed in mice using Vevo LAB software.

### Histopathology

Cardiac ventricular tissues were fixed in 4% formalin, embedded in paraffin, and sectioned. Traditional hematoxylin/eosin (H&E) and Masson’s trichrome staining were used to determine myocardial inflammation and fibrosis, respectively. Inflammation was scored using the methods as previously described [12]. Myocardial fibrosis was measured by Image-Pro Plus software as a proportion of the area of blue staining in the section slices. Two independent observers assessed the section slices, anonymizing them to minimize potential bias.

### Cell isolation and culture

Naive CD4+ T cells were isolated from spleens and lymph nodes of normal mice using the Naive CD4+ T Cell Isolation Kit (STEMCELL, Vancouver, Canada) and cultured with plates pre-coated with anti-mouse CD3/CD28 (both 5 μg/mL, Biolegend, San Diego, CA, USA) for 2–4 h. Cells were incubated in IMDM medium supplemented with 10% FBS (Sciencell, Vancouver, Canada), 2 mM l-glutamine (Gibco, New York, USA), 0.1 mM non-essential amino acids (Gibco, USA), 1% penicillin/streptomycin (Servicebio, Wuhan, China), and 55 μM β-mercaptoethanol (Gibco, New York, USA). For Th17 cell differentiation, 50 ng/mL IL-6, 2.5 ng/mL TGF-β, 5 μg/mL anti-IFN-γ, and 5 μg/mL anti-IL-4 (Biolegend, San Diego, CA, USA) were added to the medium. Acacetin was solubilized with DMSO and added to the medium at beginning of culture in the absence or presence of dimethyl succinate (DES, 5 mM, MedChemExpress, Shanghai, China) and Atpenin A5 (1 μM or 2 μM, MedChemExpress). Fluorescence was detected by flow cytometry on second or 3rd day of the culture.

### Flow cytometry

The flow cytometry was used to analyze cell populations by incubating cells with different antibodies or fluorescence. The single cell suspensions were incubated with anti-CD16/32 (Biolegend, San Diego, CA, USA) prior to staining to block non-specific binding to the Fc receptor. Cells were incubated for 30 min at 4 ℃ for surface staining. For intracellular cytokine staining, cells were incubated with a stimulating/blocking cocktail for 4 h prior to surface staining and cytokine staining was performed after treatment with fixation/permeabilization kits.

The following antibodies were used: FITC anti-CD45, APC-Cy7 anti-CD11b, Brilliant Violet 421 anti-Ly6C, PE anti-CD44, PE anti-F4/80, APC anti-Ly6G, APC anti-CD62L, APC anti-CD25, PE anti-IL-17A, and Zombie Aqua Fixable Viability Kit (Biolegend, San Diego, CA, USA).

For CFSE staining, cells were incubated with 1.25 μM CFSE (Biolegend, San Diego, CA, USA) for 10 min prior to incubation. For mitochondrial reactive oxygen species (mROS) assay, cultured cells were incubated with 5 μM MitoSOX (Invitrogen, Carlsbad, USA) for 30 min. For mitochondrial membrane potential (MMP) assay, cultured cells were incubated with JC-1 (1:200, Biyuntian, Wuhan, China) in buffer for 10 min. For mitochondrial mass assay, cultured cells were incubated with 5 μM mitoTracker (Invitrogen, Carlsbad, USA) for 30 min. Fluorescence was measured by flow cytometry.

### Real-time quantitative PCR (RT-qPCR)

Total RNA from myocardial tissues or cultured CD4+ T cells was extracted using TRIzol reagent (Invitrogen, Carlsbad, USA) and 1000 ng of RNA was reverse transcribed using the PrimeScript RT kit (Vazyme, Nanjing, China) to generate cDNA. The related primers (Table S1) were purchased from Tsingke (Beijing, China). Data analysis was performed using the 2^−ΔΔCT^ method. The amplified specific cDNA was quantified using AceQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) in a Bio-Rad CFX CONNECT detector system.

### RNA-seq analysis

Total RNA was isolated from cultured CD4+ T cells on day 3 using TRIzol reagent (Invitrogen, Carlsbad, USA) according to the manufacturer’s protocol. Libraries were prepared using TruSeqTM RNA Sample Preparation Kit (Illumina, San Diego, CA). The mRNA was reverse transcribed into cDNA using the SuperScript double-stranded cDNA synthesis kit, and then sequenced using Illumina HiSeqxten/NovaSeq 6000. The quality of raw and trimmed Fastq reads was checked using Hisat2. The raw data were trimmed using the Stringtie tool. The R package “DESeq2” was used to analyze differentially expressed genes between two groups. Genes with an absolute value of fold change > 1.5 and adjusted p-value < 0.05 were considered differentially expressed. The R package “clusterProfile” was used to implement the GSEA algorithm using c2 (c2.cp.v7.5.1.symbols.gmt) in the Molecular Signature Database to analyze changes in pathways between two groups. All sequencing data are available through the NCBI Gene Expression Omnibus (GEO) database under accession number  GSE221244.

### Molecular docking

The compound names, molecular weights, and three-dimensional (3D) structures of acacetin were obtained from the PUBCHEM database. 3D structures of Complex I-V were obtained from the Protein Data Bank database (Complex I: 5XTD, Complex II: 3AEF, Complex III: 5XTE, Complex IV: 5Z62, Complex V: 6J5J). Subsequently, the ligands and proteins required for molecular docking were prepared using AutoDock Vina software (http://vina.scripps.edu/). Finally, the docking results were analyzed by AutoDock tools and PyMOL. The binding ability of acacetin and Complex I-V was assessed by the affinity (kcal/mol) values.

#### MST assay

In the streamlined protocol for detecting the binding of SDHA protein to acacetin using MST, the process begins by preparing a dye solution and adjusting the SDHA protein (Solarbio, #P08777) concentration to 200 nM. The protein is then labeled by mixing with the dye solution and incubating for 30 min at room temperature, followed by centrifugation to remove aggregates. For the binding assay, acacetin is serially diluted and mixed with the labeled protein in wells, aiming for a final protein concentration of 50 nM. Ligand concentrations range from 100 μM to 3.05 nM. The MST analysis is performed at medium power and 50% LED intensity at 25 ℃. Data analysis, done with MO.Affinity Analysis Software v2.3, employs a one-site binding model to calculate the dissociation constant (KD) for the SDHA-acacetin interaction, providing insight into their binding affinity.

#### Seahorse mitochondrial respiration rate assay

Mitochondrial respiration rate was assessed by the Mito Stress Test Kit (Agilent, Santa Clara, CA, USA) and the Seahorse Bioscience XF24 Extracellular Flux Analyzer (Agilent, Santa Clara, CA, USA). Cells were inoculated into Seahorse XF 24-well culture plates (500,000 cells per well). The assay medium (supplemented with 10 mM glucose, 1 mM pyruvate, 2 mM glutamine, and 5 mM HEPES) was then stabilized in a CO_2_-free incubator at 37 ℃ for 1 h. After baseline measurements, oligomycin, FCCP, and rotenone/antimycin A were added sequentially to detect oxygen consumption rate.

#### Statistical analysis

Statistical analyses were performed using GraphPad Prism 9.0 software. One-way ANOVA followed by Tukey’s post hoc test or Kruskal–Wallis with Dunn’s multiple comparisons test was used for multiple group comparisons. Unpaired two-tailed Student's t-test was used to compare two groups. Data are presented as mean ± SD. P-value < 0.05 was considered statistically significant.

## Results

### Acacetin ameliorates heart dysfunction and cardiac injury in EAM mice

The potential protective effect of acacetin against myocarditis was assessed in a mouse model of EAM established by injection of myosin heavy chain-α peptides [13]. The EAM mice with drug treatment were gavaged with acacetin suspension (100 mg/kg daily) from day 0 to day 21 (Acacetin group), while EAM mice gavaged with equivolume vehicle were used as positive controls for disease (Vehicle group, Fig. 1A). Heart function was evaluated at end of experiment (day 21) using echocardiography in anesthetized mice (Fig. 1B). Significant reductions in left ventricular ejection fraction (EF) and fractional shortening (FS) were observed in the Vehicle group (n = 5–7, P < 0.01 vs Control group). However, these decreased EF and FS were reversed in the Acacetin group (Fig. 1C, Table 1). These results suggest that acacetin improves heart dysfunction in EAM mice.

**Fig. 1:**
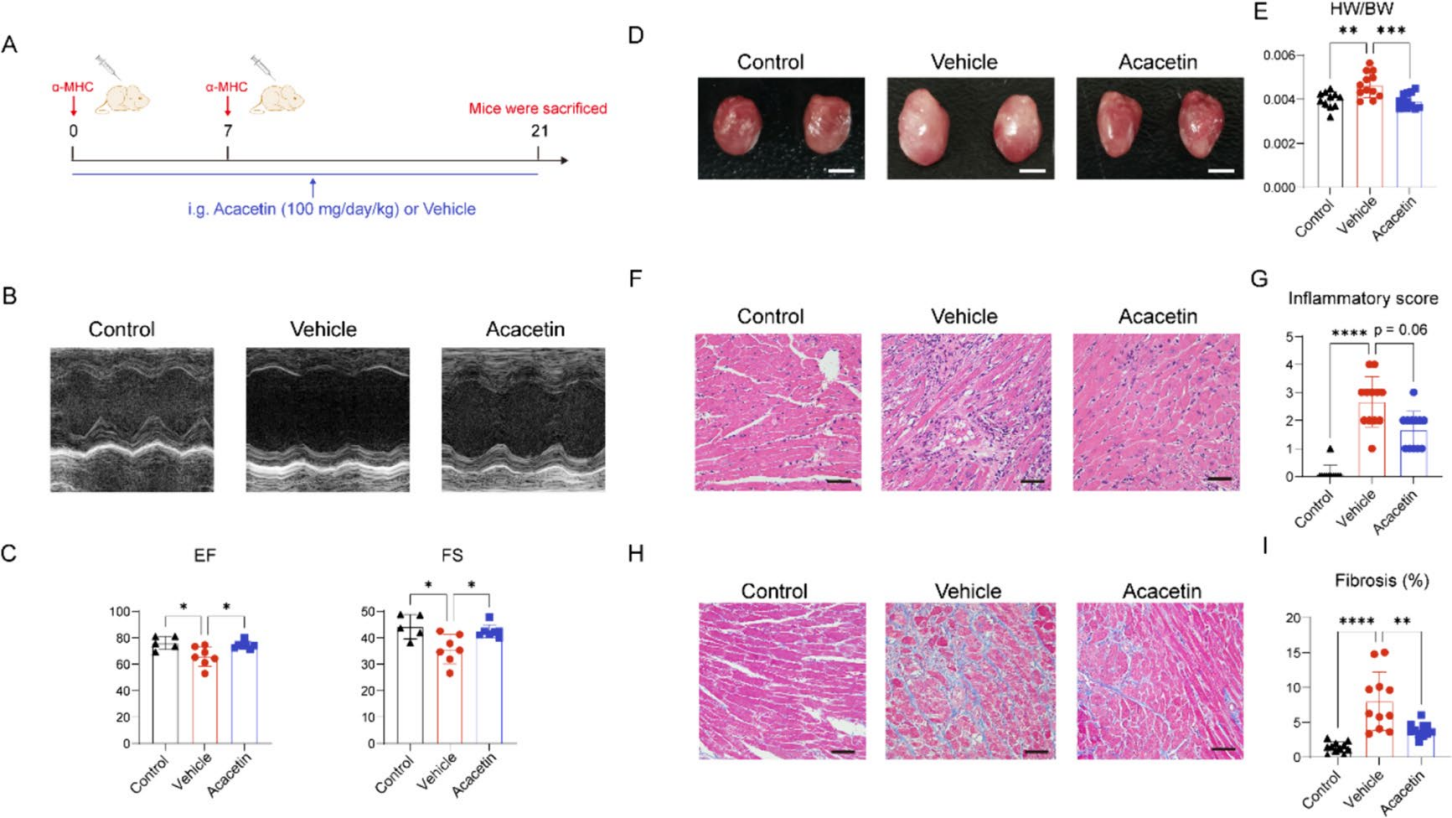
Acacetin attenuates myocardial injury in EAM mice. **A** Animal experiment protocol, α-MHC (0.2 mL) was subcutaneously injected at day 0 and day 7, and acacetin (100 mg/kg daily) or vehicle was orally administrated from day 0 to day 21 of the experiment. **B** Representative images of echocardiography in control mouse, EAM mouse (vehicle), and EAM mouse treated with acacetin. **C** Percent values of left ventricular EF and FS measured with echocardiography in animals as in B (n = 5–7). **D** Representative heart images from control nice, EAM model mice, and EAM mice treated with acacetin. Scale bar = 5 mm. **E** HW/BW for each group (n = 11–12). **F** Representative HE-stained images for analyzing inflammation score in ventricular section slices from mice as in **B**. **G** Mean values of inflammatory score in myocardial tissues in mice as in **B** (n = 11–12). Scale bar = 50 μm. **H** Representative images of Masson staining in ventricular section slices from mice as in **B**. **I** Mean percent values of quantified fibrotic area in mice as in **B** (n = 11) for each group. Scale bar = 50 μm. Data are expressed as mean ± SD and analyzed with one-way ANOVA followed by Tukey’s post hoc test or Kruskal–Wallis with Dunn multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001

**Table 1:** Echocardiographic parameters in mice at day 21 of experiments

	Control	Vehicle	Acacetin
Heart rate (bpm)	433.3 ± 94.67	432.3 ± 61.50	448.9 ± 80.23
EF (%)	76.05 ± 5.06	65.84 ± 7.42^*^	74.43 ± 2.79^#^
FS (%)	44.21 ± 4.58	35.72 ± 5.46^*^	42.45 ± 2.51^#^
LV end-diastolic diameter	3.61 ± 0.24	3.37 ± 0.19	3.33 ± 0.21
LV end-systolic diameter	2.02 ± 0.26	2.17 ± 0.23	1.91 ± 0.16

Data show mean ± SD. P values were determined by one-way ANOVA followed by Tukey’s post hoc test

*EF* ejection fraction, *FS* fractional shortening, *LV* left ventricle

*P < 0.05 compared to Control, #P < 0.05 compared to Vehicle

Following echocardiographic analysis, the hearts were isolated from the anesthetized animals. The heart size was clearly greater in EAM model animals compared with control or acacetin-treated EAM animals (Fig. 1D). The ratio of heart weight to body weight (HW/BW) was increased in EAM mice administered with vehicle and normalized in those treated with acacetin. Subsequently, ventricular sections of mouse hearts were prepared and stained with HE (Fig. 1F) or Masson (Fig. 1H). Evident signs of inflammatory injury and fibrosis were observed in the hearts of EAM animals, which were ameliorated in those treated with acacetin. The increased inflammatory score (Fig. 1G) and fibrosis percentage area (Fig. 1I) in EAM hearts were significantly reduced in EAM with acacetin treatment. Collectively, these findings suggest that acacetin attenuates myocardial injury and fibrosis in EAM mice.

### Acacetin inhibits immune response of autoimmune myocarditis

The expression levels of inflammatory cytokines were assessed using RT-qPCR in myocardial tissues from each experimental group. The pro-inflammatory cytokines *Il1b*, *Il6*, and *Tnf* as well as the chemokines *Ccl3* and *Ccl5* were remarkably enhanced in ventricular tissues of EAM mice with vehicle (Fig. 2A), these increases were reversed in EAM mice treated with acacetin. Similarly, the expression levels of CD4+ T cell and Th17 cell effector cytokines, including Ifng, Il17a, and Il17f, were upregulated in myocardial tissues of EAM mice administered with vehicle (see Fig. 2A), but were downregulated in acacetin-treated EAM (Fig. 2A). These findings suggest that acacetin suppresses the production of myocardial inflammatory factors in EAM mice.

**Fig. 2:**
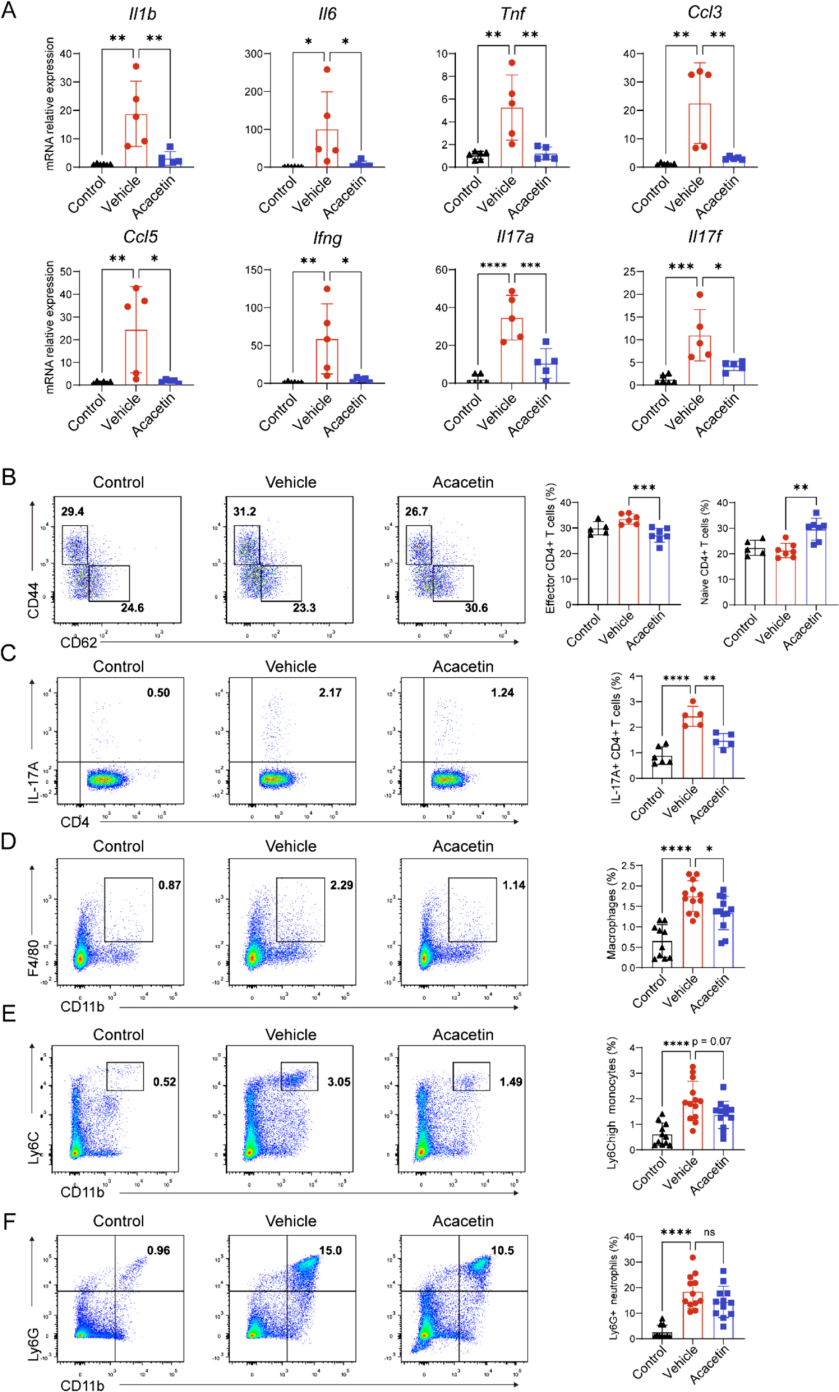
Acacetin decreases inflammatory cytokines or cells in EAM mice. **A** Mean values of the gene expression of *Il1b*, *Il6*, *Tnf*, *Ccl3*, *Ccl5*, *Ifng*, *Il17a*, *Il17f* in ventricular tissues from control mice, EAM mice with vehicle and EAM mice with acacetin (n = 5–6, relative to GAPDH). **B**–**F** Representative flow cytometry graphs of CD4+ T cells and percent values of naïve CD4+ T cells and effector CD4+ T cells (**B**, n = 5–7), Th17 cells with expressing IL-17A (**C**, n = 5–7), macrophages (**D**), Ly6C.^high^ monocytes (**E**), neutrophils (**F**) in cells of spleens from mice as in **A** (n = 5–12). Data are mean ± SD and analyzed with one-way ANOVA followed by Tukey’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001

To determine the correlation of acacetin protection against EAM to the effector CD4+ T and Th17 cell-mediated immunity involvement, spleen cells were isolated from different groups and analyzed with flow cytometry for the effector CD4+ T cells (CD62L- CD44+ CD4+ cells), naive CD4+ T cells (CD62L+ CD44- CD4+ cells), Th17 cells, myeloid cells (e.g. monocytes, macrophages, and neutrophils), etc. The proportion of effector CD4+ T cells was elevated in EAM mice administered with vehicle, but this increase was attenuated in EAM mice treated with acacetin. The proportion of naive CD4+ T cells remained unchanged in EAM mice administered with vehicle, while it was increased in EAM mice treated with acacetin (Fig. 2B). The percentage of Th17 cells was remarkably increased in EAM mice with vehicle and significantly reversed in EAM mice with acacetin (Fig. 2C). In addition, acacetin treatment significantly decreased the increased proportion of macrophages (Fig. 2D) in EAM with vehicle, but not the elevated percent values of Ly6C^high^ inflammatory monocytes (Fig. 2E, P = 0.07) and neutrophils (Fig. 2F, P = ns). These findings suggest that acacetin’s protective effects against EAM may be attributed to its ability to inhibit CD4+ T cell activation and Th17 cell differentiation in EAM mice.

### Acacetin inhibits CD4+ T cell activation, proliferation, and Th17 cell differentiation *in ex-vivo*

The effects of acacetin on the activation, proliferation, and Th17 differentiation of CD4+ T cells were investigated using naive CD4+ T cells isolated from the spleens of normal mice. These cells were stimulated with anti-CD3/CD28 antibodies in the presence or absence of acacetin at concentrations of 2.5, 5, or 10 μM. A preliminary experiment revealed no alterations in the viability of naive CD4+ T cells following treatment with acacetin (Figure S1). However, treatment with acacetin at concentrations of 5 and 10 μM markedly decreased the percentage of cells expressing CD44 and CD25 (markers of T cell activation; Fig. 3A and B). Moreover, acacetin inhibited T cell proliferation in a dose-dependent manner (Fig. 3C). Notably, acacetin suppressed Th17 cell differentiation (Fig. 3D). These results suggest that acacetin directly inhibits CD4+ T cell activation, proliferation, and Th17 cell differentiation.

**Fig. 3:**
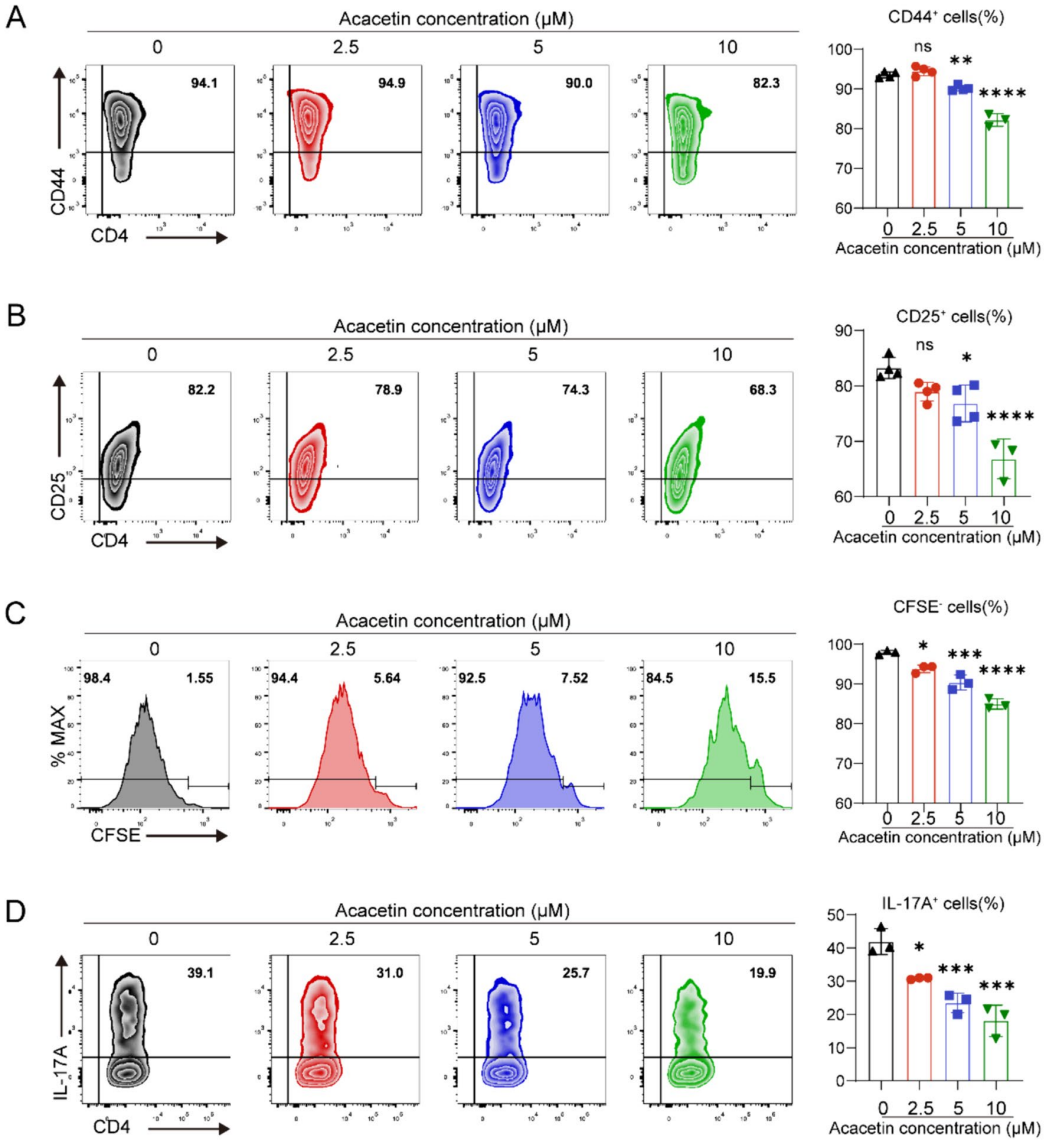
Acacetin inhibits T cell activation, proliferation and Th17 cell differentiation in ex-vivo. **A**–**C** Flow cytometry graphs of T cells isolated from spleen and cultured with anti-CD3/CD28 in the absence and presence of 2.5, 5 or 10 μM for 72 h and the percent values of CD44 (**A**), CD25 (**B**), and proliferative capacity (**C**) (n = 3–4). **D** Flow cytometry graphs and percent values of Th17 cells (expressing IL-17A), determined in naive CD4+ T cells activated in ex-vivo with anti-CD3/CD28 under Th17-polarizing conditions the absence and presence of different concentrations of acacetin for 72 h (n = 3). Data are expressed as mean ± SD and analyzed with one-way ANOVA followed by Tukey’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001 compared to vehicle (0 μM acacetin)

### RNA-seq reveals the effects of acacetin on transcriptomic profile of CD4+ T cells

The RNA-seq was employed to examine the effects and potential mechanisms of acacetin on CD4+ T cells treated with 5 or 10 μM acacetin by analyzing the transcriptomic profile. 

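Naive CD4+ T cells from spleens and lymph nodes of normal mice were activated with plate-bound anti-CD3 and anti-CD28 and cultured for 72 h with 0, 5 or 10 μM acacetin, a plant flavone. RNA was taken on day 3, and 3 libraries per concentration, labelled as biological replicates, were sequenced, 9 in all. The methods name IMDM as the medium and the sample labels RPMI 1640. The cells carried the transcripts of CD4 T cells: all 10 markers listed for this cell type exceeded 10 CPM (edgeR's normalized counts) at 0 μM, with Cd4 at 772 CPM. Of the markers listed for other cell types, 8 of 10 for B cells, 9 of 12 for macrophages and monocytes, 7 of 8 for neutrophils, 6 of 8 for dendritic cells, 6 of 8 for NK cells, 4 of 6 for gamma-delta T cells, 4 of 7 for erythroid cells, 6 of 8 for stroma and endothelium and 1 of 2 for CD8 T cells were under 1 CPM at each concentration. The highest of the others were Ighm of the B cell list at 143 CPM, Pecam1 of the stromal and endothelial list at 55.8, Bst2 of the dendritic cell list at 51.3 and Cd8b1 at 7.05 CPM at 0 μM. Transcripts of lung and of blood stood out in 10 μM replicate 1, where the listed markers summed to 126.6 and 23.1 CPM against at most 40.8 and 2.09 CPM in any other library. Transcripts of liver stood out in 5 μM replicate 2 (50.0 CPM against at most 5.23 CPM).
The authors deposited estimated read counts for 25757 gene entries, with GRCm39 as the genome in their processing notes. The counting tool, the gene annotation and the strand setting are not given in the sources used here. Since 24.1% of the values were not whole numbers, they were rounded. The total count per library was 19972618 to 23873709 (median 20215281) at 0 μM, 19664981 to 24410715 (median 20910985) at 5 μM and 20022480 to 22210543 (median 20083105) at 10 μM. Mitochondrially encoded transcripts took 2.63 ± 0.0307%, 2.55 ± 0.0169% and 2.50 ± 0.0268% of the counts (SD, n = 3), in that order. After the filter of edgeR, 12185 genes were compared with TMM normalization and edgeR's quasi-likelihood test over all 9 libraries. A gene is called changed at a Benjamini-Hochberg adjusted p under 0.05, and differentially expressed, at the paper's thresholds, if its fold change also exceeds 1.5. On simulated counts of this depth, changes were put only into genes with a mean over 5 CPM. The test recovered 74% of such genes changed by 1.25-fold and 100% of those changed by 1.5-fold. It called 19 of 11799 unchanged genes. Recovery of changes in genes with lower counts was not simulated. Gene groups were tested with camera at a preset inter-gene correlation of 0.01. Of 49 lists, the 42 with at least 4 measured genes were tested. The lists were written after the paper's text, figures and Table S2 had been read. Nothing beyond the label says whether the replicates came from separate animals, and the common coefficient of variation between them was 3.65%, so each p measures a difference against the spread between these cultures. How reads that fit several genes were assigned is not stated, which leaves values of close paralogs (Ccl3 and Ccl4, Gimap3) and of genes with many pseudogenes less certain.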

Principal Component Analysis (PCA) shows that the spatial distance of the cells with 5 μM and 10 μM acacetin treatment was close, but far from the cells without acacetin, demonstrating that acacetin caused a significant alteration in the CD4+ T cell transcriptome (Fig. 4A). 

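The 3 concentrations lay apart on the first principal component of log2 CPM (prior count 2), which held 40.7% of the variance. Its mean was -23.1 ± 0.640 at 0 μM, 5.08 ± 0.531 at 5 μM and 18.0 ± 1.08 at 10 μM (SD, n = 3), so the 5 μM cells stood between the others, nearer to the 10 μM cells. The second component held 10.4% of the variance, and its means (-1.21 ± 5.39, 4.95 ± 4.74 and -3.74 ± 15.1) lay within the spread between replicates. Over all measured genes, the mean Euclidean distance was 41.1 between 0 and 5 μM, 49.5 between 0 and 10 μM and 35.7 between 5 and 10 μM, against 32.0, 31.8 and 35.0 within the 0, 5 and 10 μM groups. No other partition of the 9 libraries into 3 groups of 3 separated them as well (pseudo-F of 2.98, exact permutation test, p = 0.00357, the smallest that 280 partitions allow). Expression of 4036 genes differed between 5 and 0 μM, of 5769 between 10 and 0 μM and of 1097 between 10 and 5 μM. Between 10 and 5 μM, Repin1, a zinc finger gene, and Dusp2, a MAP kinase phosphatase gene, were among the genes that rose most, with log2 fold changes of 0.71 (adjusted p = 0.0024) and 0.55 (adjusted p = 1.8e-06). Crtam, which encodes a receptor of cytotoxic T cells, fell by 0.69 on the log2 scale (adjusted p = 1.4e-04). The count between 10 and 5 μM was 716 without 5 μM replicate 1, 617 without 5 μM replicate 3, 719 without 10 μM replicate 3, 677 without the libraries with lung or liver transcripts, and 643 with DESeq2 on these 2 groups alone.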

The differentially expressed genes were then analyzed in cells in the presence of 0, 5 or 10 μM acacetin. A total of 157 genes were up-regulated and 158 genes were down-regulated in cells with 5 μM acacetin compared with 0 μM acacetin (Fig. 4B). 

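At 5 μM, 1984 genes were higher and 2052 lower than at 0 μM, with a median absolute log2 fold change of 0.22 among them, and 198 of the higher and 214 of the lower genes passed the 1.5-fold threshold. DESeq2, the paper's tool, gave 152 higher and 154 lower on these 2 groups alone. The log2 fold change was -1.27 (SE 0.10, adjusted p = 1.4e-08) for Ccl4, a chemokine gene, and -1.34 (SE 0.09, adjusted p = 1.6e-09) for Cadm1, a cell adhesion gene. Ptpn5, a phosphatase gene, fell by 1.28 on the log2 scale (adjusted p = 5.6e-09), and Sik1, a kinase gene, by 0.94 (adjusted p = 5.3e-11). Among the largest rises were Tnnt2, which encodes cardiac troponin T, at 1.23 (SE 0.10, adjusted p = 4.6e-08), Mt1, a metallothionein gene, at 0.96 (SE 0.10, adjusted p = 1.1e-06), and Pik3ip1, which encodes an inhibitor of PI3K, at 0.93 (SE 0.07, adjusted p = 1.8e-08). Of 12185 genes, 46.4% had no overlap between the 3 libraries at 5 μM and the 3 at 0 μM, where chance gives 10%. Of the genes called changed, 89.8% changed by less than 1.5-fold. A test against a fold of 1.5 itself, in place of a threshold after the test, left 15 genes higher and 28 lower.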

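With 10 μM acacetin, 2899 genes were higher and 2870 lower than without it, of which 505 and 409 passed the 1.5-fold threshold. Here DESeq2 on 2 groups alone gave 422 higher and 325 lower. Genes of the p53 response, which the tumor suppressor p53 induces after stress, rose. Of 30 p53 target genes, 25 were higher and 1 was lower at 5 μM (25 and 1 when adjusted over the list alone), with a median log2 fold change of 0.38 (camera, adjusted p = 2.3e-31, and adjusted p = 4.1e-04 with an estimated correlation). At 10 μM, 23 were higher and 1 lower (25 and 1 when adjusted over the list alone), with a median of 0.52 (adjusted p = 2.8e-34, and adjusted p = 3.1e-04 with an estimated correlation). Phlda3, an inhibitor of Akt signaling, had a log2 fold change of 0.96 (SE 0.04, adjusted p = 3.1e-13), and Plk2, a kinase gene, of 1.21 (SE 0.05, adjusted p = 4.6e-13). Tigar, a regulator of glycolysis, went the other way, at -0.37 (SE 0.07, adjusted p = 3.8e-04). Of 27 genes of amino acid metabolism and the integrated stress response (Atf4 targets), 15 were higher and 3 lower at 10 μM (15 and 3 when adjusted over the list alone, camera, adjusted p = 5.8e-08, and adjusted p = 0.031 with an estimated correlation). Among them, Ddit3, a stress-induced transcription factor, rose by 0.93 (SE 0.04, adjusted p = 7.9e-12) and Atf5, another transcription factor, by 1.05 (SE 0.06, adjusted p = 7.2e-11) on the log2 scale. Phgdh and Psat1, enzymes of serine synthesis, fell by 0.32 and 0.21 (adjusted p = 3.3e-08 and 8.3e-06). At 5 μM, 10 genes of this list were higher and 6 lower (10 and 6 when adjusted over the list alone, adjusted p = 0.0052, and adjusted p = 0.17 with an estimated correlation). The largest falls at 10 μM included Mlkl, a gene of necroptosis, at -1.55 (SE 0.09, adjusted p = 4.8e-11), and Slco4a1, a transporter gene, at -1.35 (SE 0.07, adjusted p = 1.3e-11). A test against a fold of 1.5 itself left 141 genes higher and 110 lower.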

Meanwhile, there were 428 genes up-regulated and 336 genes down-regulated in cells with 10 μM (Fig. 4C). The volcano plot shows 20 genes with the smallest adjusted-P values. 

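Of the genes labelled in the volcano plots, Nr4a2, a nuclear receptor gene induced by T cell receptor signals, fell most. Its level was 90.2 ± 2.91 CPM (mean ± SD, n = 3) at 0 μM, 32.0 ± 0.145 at 5 μM and 21.4 ± 0.848 at 10 μM. The log2 fold change was -1.49 (SE 0.04, adjusted p = 8.5e-14) at 5 μM and -2.08 (SE 0.05, adjusted p = 6.4e-16) at 10 μM. It had the smallest adjusted p at both concentrations. Cish, a feedback inhibitor of cytokine signaling induced by STAT5, rose from 114 ± 0.921 to 198 ± 4.55 and 256 ± 4.48 CPM (SD, n = 3), or 0.80 (adjusted p = 2.8e-12) and 1.17 (adjusted p = 2.8e-15) on the log2 scale. Jun, an AP-1 gene, rose by 0.69 (adjusted p = 2.7e-11) and 0.99 (adjusted p = 5.2e-14). The p53 targets Trp53inp1 and Cdkn1a, the latter an inhibitor of cyclin-dependent kinases, rose by 0.80 and 0.52 at 5 μM and by 1.04 and 0.83 at 10 μM. Satb1, a chromatin organizer of T cells, rose by 0.54 and 0.77, Ccr7, a homing receptor of naive T cells, by 0.34 and 0.70, and Cd69, an early activation marker, by 0.63 and 0.73. Irf2bp2 rose by 0.72 and 1.16, Gimap3 by 0.54 and 0.71, and Nfkbia, which encodes the NF-kB inhibitor IκBα, by 0.53 and 0.70. Lad1, which encodes ladinin, rose by 0.52 and 1.16 and was higher at 10 than at 5 μM (0.65 (SE 0.04, adjusted p = 7.3e-09)). Lgals1, a galectin gene, Actg1, a cytoskeletal actin gene, and mt-Nd1, a mitochondrially encoded subunit of complex I, fell by 0.64, 0.47 and 0.34 at 5 μM and by 0.78, 0.52 and 0.44 at 10 μM. Each of these 15 genes was called changed at both concentrations by edgeR's quasi-likelihood test. Among the 20 genes with the smallest adjusted p, 11 at 5 μM and 10 at 10 μM were among these 15, which are pooled over Fig. 4B and C. Any labelled gene beyond these 15 is not counted.

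**Figure D1:**
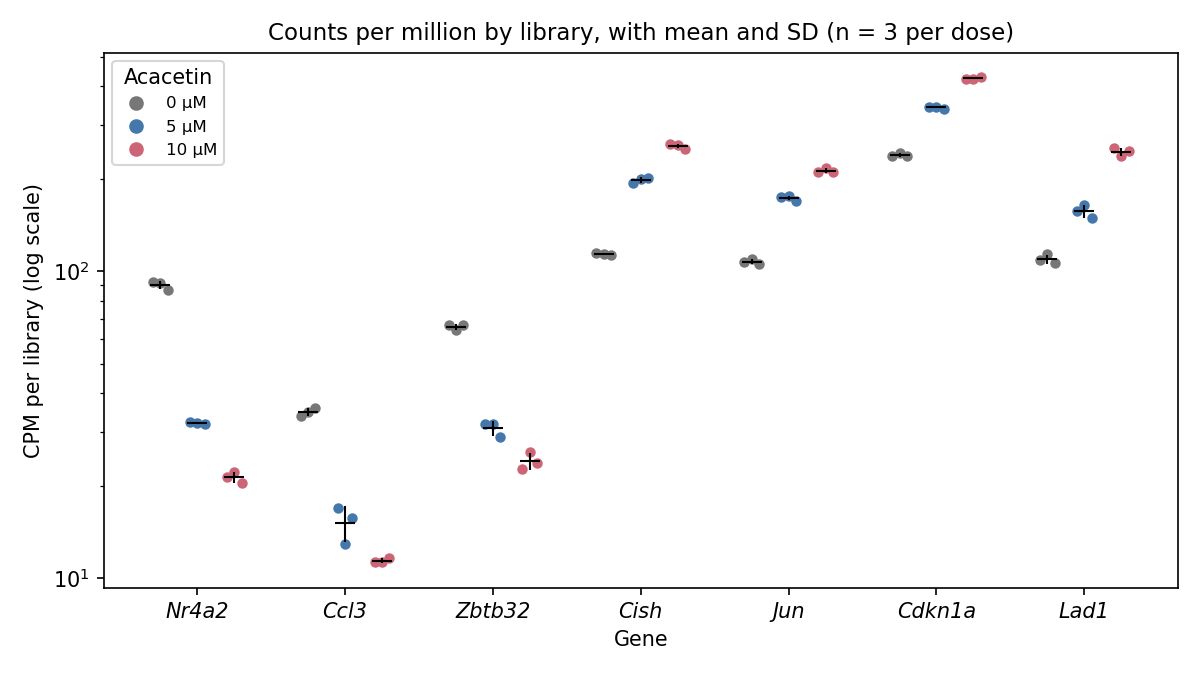
Expression of 7 named genes, in CPM on a log scale, in the 3 libraries at 0, 5 and 10 μM acacetin. Each point is 1 library, and the marks show the mean and SD (n = 3). The mean of Nr4a2 was 90.2, 32.0 and 21.4 CPM, and that of Cish 114, 198 and 256 CPM.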

We found that a significant proportion of differentially expressed genes (277) at 5 μM were also present at 10 μM (Figure S2A, Table S2). Conversely, 487 genes emerged as differentially expressed exclusively at the 10 μM concentration (Figure S2A, Table S2). This suggests that these genes represent variations specific to the higher concentration.

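Of 412 differentially expressed genes at 5 μM, 342 (83.0%) were also differentially expressed at 10 μM in the same direction, 164 higher and 178 lower, and 0 in the opposite direction. Zbtb32, a transcriptional repressor, is one of them, with a log2 fold change of -1.09 (SE 0.05, adjusted p = 5.2e-11) at 5 μM and -1.46 (SE 0.05, adjusted p = 3.1e-13) at 10 μM. Ccl3, a chemokine gene, had -1.20 (SE 0.08, adjusted p = 1.3e-09) and -1.61 (SE 0.08, adjusted p = 1.0e-11). The fold change was larger at 10 than at 5 μM for 285 of the 342 genes, and 90 of them differed between the doses themselves (edgeR, 10 against 5 μM). Without the 1.5-fold threshold, 3639 genes changed in the same direction at both concentrations and 1 in opposite directions. This gene, Bhlhe40, a transcription factor singled out after its values were seen, had a log2 fold change of -0.14 (SE 0.03, adjusted p = 7.0e-04) at 5 μM and 0.15 (SE 0.03, adjusted p = 1.8e-04) at 10 μM. Both comparisons use the same 0 μM libraries, which by themselves create overlap. In 20 simulations of unchanged groups against shared controls, 0.25 genes were shared on average (at most 2). With no gene changed, few can be called, so this does not show how much overlap shared controls add to lists this long. The fold changes of all measured genes correlated at 0.502 on average in these simulations (0.465 to 0.533) and at 0.815 in the data. Independent lists of these sizes would share 8.21 higher and 7.18 lower genes, without allowing for the shared controls. Of the paper's 277 shared genes in Table S2, 275 are among the 342. A test against a fold of 1.5 itself left 41 shared genes. DESeq2 on all libraries gave 277 and DESeq2 on 2 groups at a time 267.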

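At 10 μM, 572 genes were differentially expressed that were not so at 5 μM, 341 higher and 231 lower. The set includes Ddit4, which encodes an inhibitor of mTORC1 and had a log2 fold change of 0.52 (SE 0.03, adjusted p = 4.1e-10) at 5 μM and 0.83 (SE 0.03, adjusted p = 1.8e-13) at 10 μM. It also includes the activation-induced cytokine gene Il2, at 64.6 ± 1.60, 92.0 ± 1.81 and 117 ± 2.58 CPM (SD, n = 3) or 0.51 (SE 0.04, adjusted p = 5.7e-09) and 0.86 (SE 0.04, adjusted p = 1.1e-12), and Tnf, at 0.30 (SE 0.07, adjusted p = 0.0027) and 0.75 (SE 0.07, adjusted p = 4.3e-08). The same holds for Gata3, the transcription factor of Th2 cells, at 0.48 (SE 0.05, adjusted p = 2.4e-07) and 0.85 (SE 0.04, adjusted p = 2.6e-11). Of the 572 genes, 295 were also called changed in the same direction at 5 μM, below the 1.5-fold threshold, in comparisons that share the 0 μM libraries. The difference between 10 and 5 μM passed the test for 194 of the 572. In the other direction, 70 genes were differentially expressed at 5 μM and not at 10 μM, of which 12 were called changed at 10 μM and 2 differed between the doses. Of the paper's 487 genes exclusive to 10 μM, 481 were measured, and 449 are among the 572. The number that differed between the doses was 126 with DESeq2 on 2 groups at a time.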

**Fig. 4:**
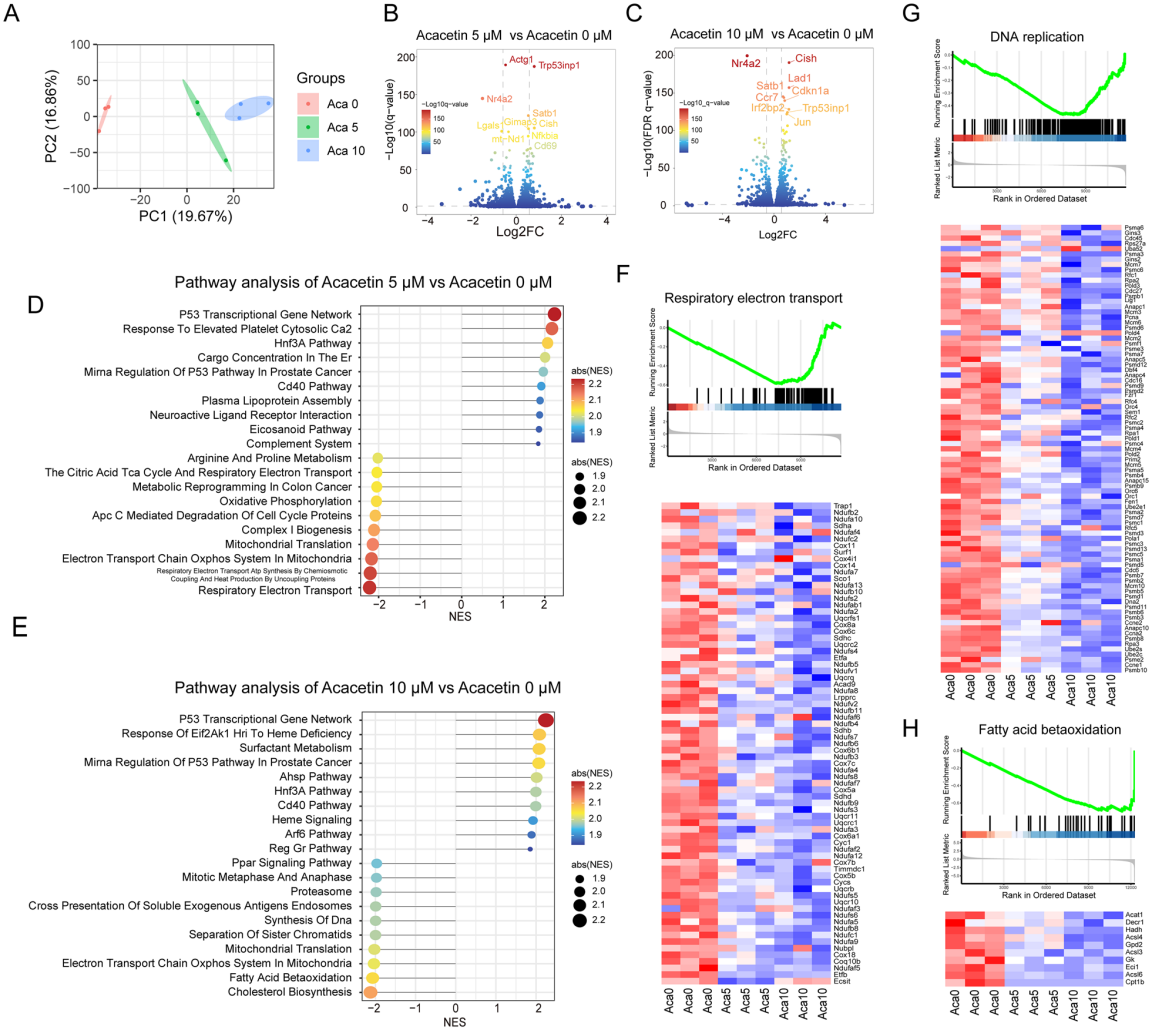
RNA-seq reveals the transcriptional alterations in cultured CD4+ T cells treated with acacetin. **A** Principal Component analysis (PCA) graph of global gene expression in naive CD4+ T cells activated with anti-CD3/CD28 and cultured in the absence and presence of 0, 5, or 10 μM acacetin for 72 h. **B** and **C** Volcano plots showing the difference in gene expression in **B** (5 vs 0 μM acacetin) and **C** (10 vs 0 μM acacetin). The colors of the dots correspond to the magnitude of the (-log_10_ q.value), and genes in the top 20 of the (-log_10_ q.value) are labeled. **D** and **E**. GSEA algorithm using c2 (c2.cp.v7.5.1.symbols.gmt) in the Molecular Signature Database to analyze pathway changes in **D** (5 vs 0 μM acacetin) and **E** (10 vs 0 μM acacetin). **F** GSEA map and gene expression heat map of the respiratory electron transport pathway (5 vs 0 μM acacetin). **G**: Gene expression heat map of the DNA replication. **H** GSEA map and gene expression heat map in the fatty acid bio-oxidation pathway (10 vs 0 μM acacetin). *Aca* acacetin

Afterward, changes in the potential pathways were analyzed using the GSEA algorithm. 

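Genes of mitosis fell with acacetin at both concentrations. Of 40 mitotic genes, 28 were lower and 0 higher at 5 μM (30 and 0 when adjusted over the list alone), with a median log2 fold change of -0.17 (camera, adjusted p = 7.2e-14, and adjusted p = 0.0039 with an estimated correlation). At 10 μM, 36 were lower and 0 higher (36 when adjusted over the list alone), with a median of -0.27 (adjusted p = 6.0e-16, and adjusted p = 0.0036 with an estimated correlation). Ccnb1, which encodes the mitotic cyclin B1, was at 172 ± 3.54 CPM at 0 μM, 134 ± 3.20 at 5 μM and 117 ± 3.45 at 10 μM (SD, n = 3). This is a log2 fold change of -0.36 (SE 0.03, adjusted p = 1.0e-07) and -0.56 (SE 0.03, adjusted p = 1.1e-10). Plk1, a mitotic kinase gene, had -0.47 (SE 0.04, adjusted p = 1.9e-08) and -0.63 (SE 0.04, adjusted p = 1.2e-10). Of 47 DNA replication factors, 21 were lower and 1 higher at 5 μM (21 and 1 when adjusted over the list alone), with a median of -0.08 (adjusted p = 7.6e-04, and adjusted p = 0.018 with an estimated correlation). At 10 μM, 33 were lower and 1 higher (36 and 2 when adjusted over the list alone), with a median of -0.15 (adjusted p = 4.1e-05, and adjusted p = 0.0080 with an estimated correlation). The helicase subunit Mcm5 fell by 0.14 and 0.21 on the log2 scale. Of 20 subunits and E2 enzymes of the anaphase-promoting complex (APC/C), the ubiquitin ligase of mitotic exit, 9 were lower and 1 higher at 5 μM (11 and 1 when adjusted over the list alone, adjusted p = 0.021, and adjusted p = 0.29 with an estimated correlation). At 10 μM, 12 were lower and 4 higher (12 and 4 when adjusted over the list alone, adjusted p = 0.028, and adjusted p = 0.27 with an estimated correlation). The members that fell most clearly are its mitotic activator Cdc20 (-0.28 (adjusted p = 6.3e-07) and -0.35 (adjusted p = 1.6e-08)) and its E2 enzyme Ube2c (-0.26 (adjusted p = 2.0e-05) and -0.34 (adjusted p = 3.0e-07)), both themselves expressed in mitosis. The core subunits Anapc16 and Anapc2 were higher at 10 μM, by 0.31 and 0.18. No gene of these lists fell by more than 1.5-fold at 5 μM, and 1 mitotic gene did at 10 μM.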

The GSEA analysis revealed that 5 or 10 μM acacetin treatment induced a decrease in cell cycle-related pathways, e.g. APC/C-mediated degradation of cell cycle proteins, segregation of sister chromatids, and synthetic of DNA (Fig. 4D and E), which is consistent with the inhibition of cell proliferation (Fig. 3C). In addition, 5 μM treatment acacetin induced a significant decrease in mitochondrial respiration-related pathways, e.g. electronic transport of the respiratory system and electron transport chain OXPHOS system in mitochondria (Fig. 4D). 

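At 5 μM, 53 of 76 nuclear-encoded subunits of respiratory complexes I to V were lower and 1 was higher than at 0 μM (57 and 1 when adjusted over the list alone). Their median log2 fold change was -0.16, or -10.6%, and the largest fall was -0.28 (camera, adjusted p = 5.9e-11). With an estimated correlation the adjusted p was 0.285. The exception that rose was Cox7a2l, a factor of respiratory supercomplexes, at 0.14 (SE 0.04, adjusted p = 0.011), a call that ended without 5 μM replicate 1 (adjusted p = 0.057). Of 13 mitochondrially encoded respiratory genes, 5 were lower and 0 higher (6 lower when adjusted over the list alone), with a median of -0.07 (adjusted p = 0.0094, and adjusted p = 0.20 with an estimated correlation). mt-Nd2 was at -0.24 (SE 0.02, adjusted p = 6.7e-07). Of 18 enzymes of the tricarboxylic acid cycle, which feeds electrons to the chain, 15 were lower and 0 higher (16 lower when adjusted over the list alone, adjusted p = 1.0e-06, and adjusted p = 0.048 with an estimated correlation). Among them, Mdh2 was at -0.23 (SE 0.03, adjusted p = 3.2e-06) and Cs, which encodes citrate synthase, at -0.18 (SE 0.03, adjusted p = 4.9e-05). Of 78 mitochondrial ribosomal proteins, 35 were lower and 1 higher (39 and 1 when adjusted over the list alone, adjusted p = 3.2e-06, and adjusted p = 0.22 with an estimated correlation). Of 43 assembly factors of the respiratory complexes, 11 were lower and 2 higher (11 and 2 when adjusted over the list alone, adjusted p = 0.016, and adjusted p = 0.097 with an estimated correlation). Of all 42 lists, 33 passed the threshold at 5 μM, 24 lower and 9 higher, and 13 of these with an estimated correlation. Another split of the same 6 libraries into groups of 3 passed as many as 25 lists.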

10 μM acacetin treatment resulted in a significant decrease in lipid metabolism-related pathways, e.g. cholesterol biosynthesis and fatty acids beta oxidation, as well as reduction in electron transport chain OXPHOS system in mitochondria, proteasome, and PPAR signaling pathways (Fig. 4E). 

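Enzymes of cholesterol biosynthesis fell at 10 μM: of 25, 21 were lower and 0 higher (23 lower when adjusted over the list alone), with a median log2 fold change of -0.42, or -25.3% (camera, adjusted p = 6.8e-13, and adjusted p = 0.0042 with an estimated correlation). Hmgcs1, which encodes the synthase that starts the pathway's committed part, was at 179 ± 0.594 CPM at 0 μM, 128 ± 1.98 at 5 μM and 110 ± 3.76 at 10 μM (SD, n = 3). Its log2 fold change at 10 μM was -0.70 (SE 0.03, adjusted p = 3.2e-12). At 5 μM, 20 of these enzymes were lower already and 0 higher (22 lower when adjusted over the list alone), with a median of -0.28 (adjusted p = 7.2e-14, and adjusted p = 0.0030 with an estimated correlation). As a group they were lower at 10 than at 5 μM (adjusted p = 4.0e-05). Of 26 enzymes of fatty acid beta oxidation, 15 were lower and 2 higher at 10 μM (15 and 3 when adjusted over the list alone), with a median of -0.15 (adjusted p = 0.0040, and adjusted p = 0.10 with an estimated correlation). At 5 μM, 13 were lower and 2 higher (13 and 2 when adjusted over the list alone, adjusted p = 0.0052, and adjusted p = 0.11 with an estimated correlation). Cpt1c and Etfdh, the enzyme that passes electrons from beta oxidation to ubiquinone, were the higher ones, at 0.99 (SE 0.14, adjusted p = 1.0e-05) and 0.26 (SE 0.04, adjusted p = 7.4e-05) at 10 μM. Of 39 proteasome subunits, 34 were lower and 1 higher at 10 μM (34 and 1 when adjusted over the list alone), with a median of -0.19 (adjusted p = 2.6e-08, and adjusted p = 0.20 with an estimated correlation). The immunoproteasome subunit Psmb10 was at -0.56 (SE 0.05, adjusted p = 1.5e-08). At 5 μM, 29 were lower and 0 higher (32 lower when adjusted over the list alone, adjusted p = 1.6e-09, and adjusted p = 0.19 with an estimated correlation). Of 14 PPAR target genes, 6 were lower and 1 higher at 10 μM (6 and 1 when adjusted over the list alone, adjusted p = 0.030, adjusted p = 0.12 with an estimated correlation and 0.0647 by GSEA). The fatty acid binding protein gene Fabp5 was at -0.45 (SE 0.04, adjusted p = 3.8e-08) and Plin2, of lipid droplets, at -0.66 (SE 0.07, adjusted p = 2.7e-07). At 5 μM, 5 were lower and 1 higher (5 and 1 when adjusted over the list alone, adjusted p = 0.035, and adjusted p = 0.11 with an estimated correlation). Of the 76 respiratory subunits, 56 were lower and 2 higher at 10 μM (59 and 2 when adjusted over the list alone), with a median of -0.18, or -11.9% (adjusted p = 2.6e-08, and adjusted p = 0.307 with an estimated correlation).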

GSEA and gene expression heatmap also revealed that acacetin decreased the expression of genes related to the cell cycle, the electron transport, and fatty acids beta oxidation (Fig. 4F–H). In addition, GO analysis of common DEGs by both concentrations showed pathways including positive regulation of cytokine production, protein localization to mitochondrion, and cell development, similar to the results of GSEA analysis (Figure S2B). In comparison, the specific pathway at the 10 μM concentration was based on the process of actin filaments, protein serine/threonine kinase activity, and T-cell differentiation (Figure S2B), which may reflect a further inhibition of mitochondrial function. 

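Single genes of these groups showed falls of different sizes. Among replication genes, Mcm4, a helicase subunit, was at 439 ± 7.25 CPM at 0 μM, 400 ± 4.23 at 5 μM and 364 ± 1.89 at 10 μM (SD, n = 3). This is a log2 fold change of -0.14 (adjusted p = 5.7e-04) and -0.27 (adjusted p = 1.1e-07). Pola1, a subunit of DNA polymerase alpha, fell by 0.38 on the log2 scale at 10 μM (adjusted p = 4.3e-07). Among respiratory genes, Ndufa9, a subunit of complex I, was at 115 ± 2.39 CPM at 0 μM, 95.6 ± 1.84 at 5 μM and 89.8 ± 5.39 at 10 μM (SD, n = 3). Its log2 fold change was -0.27 (adjusted p = 4.8e-05) and -0.36 (adjusted p = 7.3e-07). Among genes of beta oxidation, Etfb, which encodes the beta subunit of the electron transfer flavoprotein, was at 94.2 ± 1.48 CPM at 0 μM, 72.2 ± 3.35 at 5 μM and 71.9 ± 2.30 at 10 μM (SD, n = 3). The change was -0.38 (adjusted p = 8.1e-07) and -0.39 (adjusted p = 2.6e-07). The falls over 1.5-fold in this list were those of Acsl6, a fatty acyl-CoA synthetase gene, at -1.21 (adjusted p = 5.7e-06) and -1.72 (adjusted p = 5.6e-08), and Eci1, an isomerase gene, at -0.99 (adjusted p = 7.1e-06) and -0.98 (adjusted p = 3.2e-06). Both have low counts: 8.54 ± 0.449 and 9.84 ± 1.20 CPM at 0 μM (SD, n = 3).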

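Cytokine genes were frequent among the 342 genes differentially expressed at both concentrations. Of 32 cytokine and chemokine genes measured, 8 were in this set, where 0.898 would be by chance (two-sided Fisher's exact test, adjusted p = 4.3e-05 over 42 lists). Of these, 4 were lower (Ccl3, Ccl4, Il3 and Fasl) and 4 higher (Cd70, Tnfsf4, Tnfsf9 and Xcl1). All lists were written after Table S2 had been read, whose shared genes include 275 of the 342. The choice of list members could thus have raised the counts in this set, and the Fisher p-values may be too small. Il3, a growth factor of hematopoietic cells, fell by 2.00 and 2.10 on the log2 scale (adjusted p = 5.7e-05 and 1.9e-05), and Fasl, a death receptor ligand, by 0.67 and 0.92. Xcl1, a chemokine gene, was at 0.86 and 0.75. Over the whole list, 10 genes were higher and 9 lower at 5 μM (11 and 10 when adjusted over the list alone, camera, adjusted p = 0.37). Genes of Th1 cells were the list with the highest share, 11 of 18 (adjusted p = 8.1e-12), followed by aryl hydrocarbon receptor targets with 3 of 7 (adjusted p = 0.0042) and regulatory T cell genes with 5 of 12 (adjusted p = 1.6e-04). The threshold was also passed by naive and quiescence genes with 5 of 20 and p53 target genes with 6 of 30 (adjusted p = 0.0013 for both), Atf4 targets with 6 of 27 (adjusted p = 8.8e-04), regulators of alpha-beta T cell differentiation with 4 of 25 (adjusted p = 0.025) and immediate early genes with 4 of 26 (adjusted p = 0.026). With no fold threshold, Atf4 targets (adjusted p = 0.077) and aryl hydrocarbon receptor targets (adjusted p = 0.24) no longer passed. Of the 76 nuclear-encoded respiratory subunits, 0 were in the set, where 2.13 would be by chance (adjusted p = 0.61). Also with no fold threshold, these subunits were more frequent among the genes changed at both concentrations (adjusted p = 2.4e-10). Protein localization to mitochondria and cell development were not analysed here, since none of the lists covers them.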

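Among the 572 genes differentially expressed at 10 μM only, 6 of 25 regulators of alpha-beta T cell differentiation were found, where 1.17 would be by chance (two-sided Fisher's exact test, adjusted p = 0.0045). They include Gata3, Satb1 and Il2, which were higher, and Stat4, a mediator of Th1 differentiation, which fell by 0.62 on the log2 scale (adjusted p = 7.5e-08). Over the whole list, 14 genes were higher and 7 lower at 10 μM (14 and 8 when adjusted over the list alone, camera, adjusted p = 0.014, and adjusted p = 0.18 with an estimated correlation). Of 37 actin cytoskeleton genes, 1 was in this set: Cfl2, which encodes a cofilin, with a log2 fold change of 0.60 (SE 0.09, adjusted p = 1.9e-05) (adjusted p = 1.0 for the list). As a group, actin cytoskeleton genes were lower at 10 μM, 26 lower and 5 higher (29 and 5 when adjusted over the list alone, camera, adjusted p = 6.2e-08, and adjusted p = 0.0094 with an estimated correlation). At 5 μM, 23 were lower and 4 higher (24 and 4 when adjusted over the list alone, adjusted p = 3.1e-09, and adjusted p = 0.0092 with an estimated correlation). Myh10, a nonmuscle myosin gene, fell by 0.77 and 1.12, whereas Fscn1, which bundles actin, rose by 0.68 and 1.07. The other lists past the threshold in this set were NF-kB target and feedback genes with 10 of 20 (adjusted p = 2.4e-07), interferon-stimulated genes with 11 of 36 (adjusted p = 9.6e-06), naive and quiescence genes with 8 of 20 (adjusted p = 2.4e-05), p53 targets with 8 of 30, cytokines and chemokines with 8 of 32, immediate early genes with 7 of 26, STAT5 targets with 5 of 16, Atf4 targets with 6 of 27 and Th2 genes with 3 of 6 (adjusted p = 5.5e-04 to 0.0078). With no fold threshold, none of these lists passed at 10 μM only (adjusted p of 0.112 or above), and the share fell below that expected by chance for differentiation regulators and NF-kB targets (0.920 for both), interferon-stimulated genes (0.784), p53 targets (0.112), naive and quiescence genes (0.304), Th2 genes (1.0) and cytokines and chemokines (0.852). The lists of actin genes and of differentiation regulators were written by hand and are not the paper's GO terms, which were not tested. Since all lists were written after Table S2 had been read, whose genes exclusive to 10 μM include 449 of the 572, these Fisher p-values may be too small as well. Protein serine/threonine kinase activity was not analysed here.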

In summary, these results indicate that acacetin mainly affects the cell cycle, mitochondrial respiration, and lipid metabolism in CD4+ T cells.

### Acacetin reduces mitochondrial respiration in T cells

Previous research has demonstrated the critical role of mitochondrial respiration in T-cell activation, proliferation, and differentiation. Diminished mitochondrial respiration hinders lipid metabolism and affects DNA and nucleic acid synthesis [14, 15]. 

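Each respiratory complex had lower transcripts at 5 μM. In complex I, the NADH dehydrogenase, 20 of 36 nuclear-encoded subunits were lower and 0 higher (21 lower when adjusted over the list alone, camera, adjusted p = 3.6e-05, and adjusted p = 0.31 with an estimated correlation), with Ndufb8 at -0.26 (SE 0.04, adjusted p = 8.7e-05). In complex II, succinate dehydrogenase, 3 of 4 were lower (4 when adjusted over the list alone, adjusted p = 0.047, and adjusted p = 0.21 with an estimated correlation): Sdhb had -0.17 (SE 0.04, adjusted p = 0.0050), Sdhc -0.12 (SE 0.04, adjusted p = 0.026), Sdhd -0.19 (SE 0.04, adjusted p = 7.7e-04) and Sdha -0.07 (SE 0.03, adjusted p = 0.077). For Sdhc the call ended with DESeq2 (adjusted p = 0.051), with library totals alone (0.051), and without 0 μM replicate 2 (0.087), 0 μM replicate 3 (0.095), 5 μM replicate 2 (0.16) or 5 μM replicate 3 (0.093). For complex II as a group, the call ended with library totals alone (adjusted p = 0.0530), with GSEA (0.0763), and without 0 μM replicate 2 (0.0709), 0 μM replicate 3 (0.0578), 5 μM replicate 2 (0.0745) or 5 μM replicate 3 (0.0622). In complex III, 8 of 9 were lower and 0 higher (8 when adjusted over the list alone, adjusted p = 0.0011, and adjusted p = 0.27 with an estimated correlation), with Uqcrc1 at -0.20 (SE 0.03, adjusted p = 7.0e-05). In complex IV, cytochrome c oxidase, 10 of 12 were lower and 1 higher (10 and 1 when adjusted over the list alone, adjusted p = 9.3e-04, and adjusted p = 0.31 with an estimated correlation), with Cox6a1 at -0.20 (SE 0.03, adjusted p = 1.5e-04). In complex V, the ATP synthase, 12 of 15 were lower and 0 higher (13 lower when adjusted over the list alone, adjusted p = 4.7e-06, and adjusted p = 0.20 with an estimated correlation). Atp5b, its beta subunit, was at 1742 ± 14.6 CPM at 0 μM, 1488 ± 31.4 at 5 μM and 1407 ± 31.8 at 10 μM (SD, n = 3). The log2 fold change at 5 μM was -0.23 (SE 0.03, adjusted p = 2.5e-06). The count of lower subunits was 53 of 76 in all and at least 38 when any single library was left out, without 0 μM replicate 3 or 5 μM replicate 2.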

GSEA analysis and heatmap showed that acacetin 5 μM caused an extensive inhibition of mitochondrial respiratory pathway (Fig. 4F). This suggests that acacetin first interferes mitochondrial function and thereby affects lipid metabolism and cell cycle of T cells. 

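The paper's heatmap shows a selection of genes. Over all lower genes, 53 of 2052 (2.58%) at 5 μM and 56 of 2870 (1.95%) at 10 μM were respiratory subunits, which make up 76 of the 12185 genes tested, and 0 of the 76 fell by more than 1.5-fold at either concentration. At 10 μM, 22 of 36 subunits of complex I were lower and 1 higher (23 and 1 when adjusted over the list alone, camera, adjusted p = 5.5e-04, and adjusted p = 0.38 with an estimated correlation). So were all 4 of complex II (4 when adjusted over the list alone, adjusted p = 0.075) and 8 of 9 of complex III (8, adjusted p = 0.0042, and adjusted p = 0.27 with an estimated correlation). In complex IV, 10 of 12 were lower and 1 higher (10 and 1, adjusted p = 0.0040, and adjusted p = 0.38 with an estimated correlation), and in complex V 12 of 15 were lower (14, adjusted p = 1.2e-04, and adjusted p = 0.25 with an estimated correlation). Cyc1, which encodes cytochrome c1 of complex III, had a log2 fold change of -0.27 (SE 0.04, adjusted p = 3.5e-06), Cox7a2 of complex IV -0.37 (SE 0.05, adjusted p = 2.7e-06), and Atp5a1 of complex V -0.22 (SE 0.03, adjusted p = 1.5e-06), while Ndufa6 of complex I was higher at 0.21 (SE 0.05, adjusted p = 0.0022). Between 10 and 5 μM, 0 of the 76 subunits passed edgeR's test and 16 had an unadjusted p under 0.05 (smallest adjusted p 0.0530). With DESeq2, 1 was lower and 1 higher, and with limma-voom 1 was lower. Without 10 μM replicate 1, 3 were lower, without 10 μM replicate 2, 4 were higher, and with no filter on low counts, 5 were lower and 3 higher. Without both libraries with transcripts of another tissue, an alternative chosen after seeing the data, 6 were lower. Every other edgeR alternative gave at most 2 lower and 1 higher. As a list, the subunits were lower with an adjusted p of 0.055 (camera), 0.77 with an estimated correlation, 0.59 with fry and 0.040 with GSEA. Without 10 μM replicate 1 camera gave 4.5e-06, and without 10 μM replicate 2 it gave 0.59 in the other direction. The list also passed without 5 μM replicate 2 (0.017), 5 μM replicate 3 (0.0090), 10 μM replicate 3 (0.024) or both libraries with transcripts of another tissue (9.5e-07), with library totals alone (0.026) and with the replicate block (0.043). From the decrease of the mitochondrial respiratory pathway at 5 μM, the paper proposes that acacetin first interferes with mitochondrial function and through this affects lipid metabolism and the cell cycle of T cells.

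**Figure D2:**
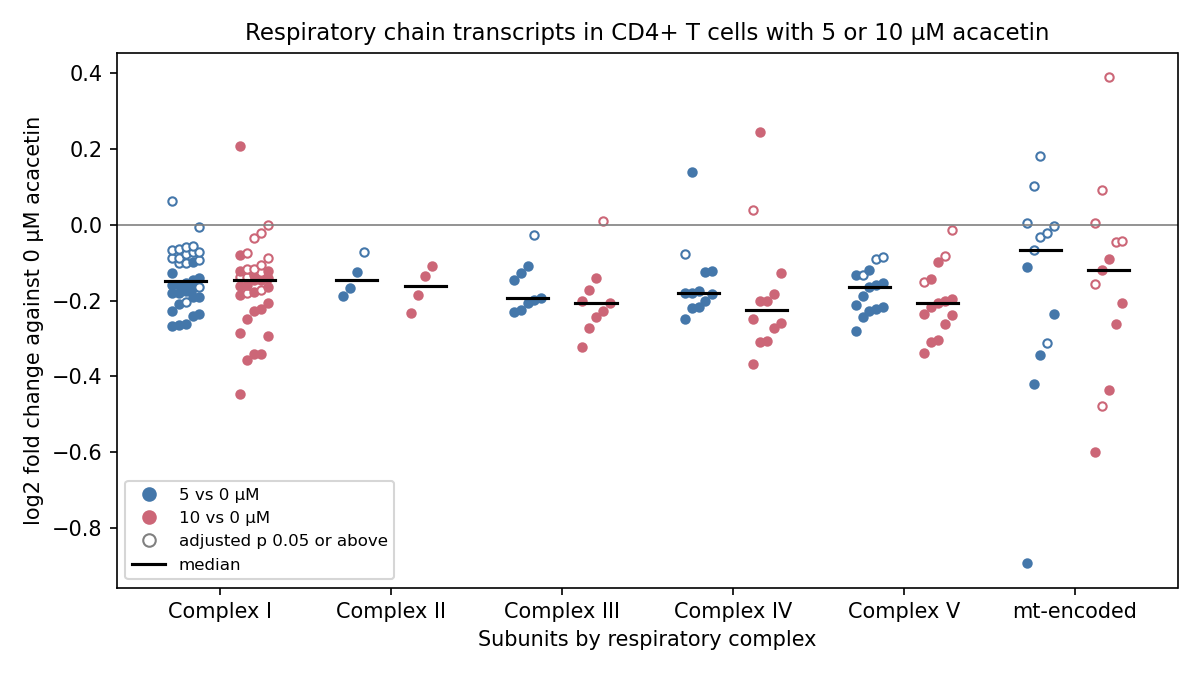
Log2 fold change of each nuclear-encoded subunit of complexes I to V and of the mitochondrially encoded respiratory genes (vertical axis) at 5 and at 10 μM acacetin against 0 μM. Filled points have an adjusted p under 0.05 and open points do not, and the black line is the median of each group. The 76 nuclear-encoded subunits have a median of -0.16 at 5 μM and -0.18 at 10 μM.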

The heatmap revealed that most of the downregulated genes were subunits of electron transport chain complexes I, II, III, IV, and V, which are involved in mediating mitochondrial respiration and OXPHOS (Fig. 4D-H). RT-qPCR further confirmed the decrease in mitochondrial respiration and genes related to oxidative phosphorylation following acacetin treatment (Figure S3). These findings indicate that acacetin may primarily target mitochondrial energy metabolism in CD4+ T cells.

The impact of acacetin on regulating mitochondrial respiration was further explored by assessing the OCR of T cells using the Seahorse Cell Mito Stress Test. Acacetin (5 or 10 μM) significantly inhibited OCR, basal and maximal respiration, reserve respiratory capacity, and ATP production in T cells following the uncoupling of mitochondria from FCCP (Fig. 5A). These results suggest that acacetin primarily inhibits respiratory reserve, thereby limiting the energy available for T cell activation.

**Fig. 5:**
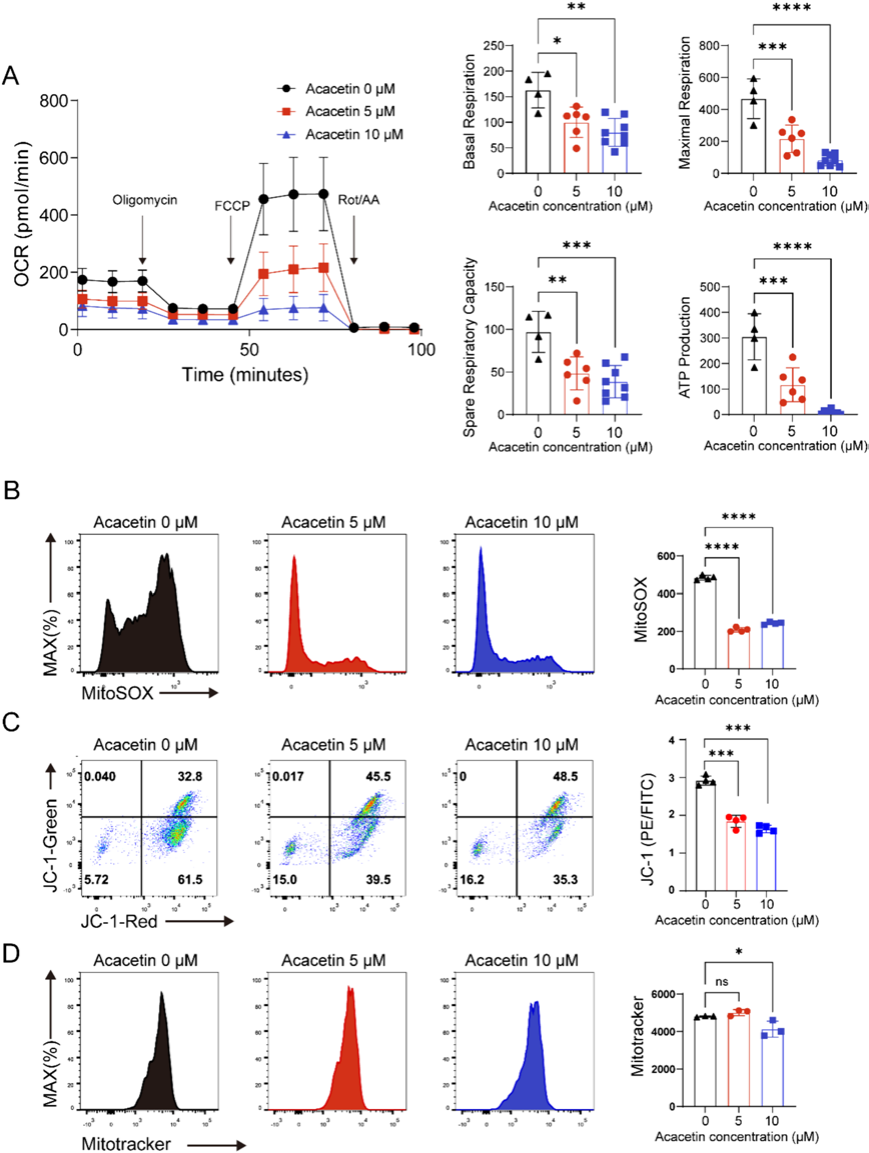
Acacetin inhibits mitochondrial respiration rate, ROS production and membrane potential in CD4+ T cells. **A** Mean values of oxygen consumption rates (OCRs, measured by extracellular flux analysis), basal respiration, spare respiratory capacity, and ATP production in naive CD4 + T cells activated with anti-CD3/CD28 and cultured in the absence and presence of 0, 5 or 10 μM acacetin for 48 h (n = 4–8). **B** Flow cytometry graphs and mean levels of mROS in cells treated as in A and loaded with MitoSOX. **C** Flow cytometry graphs and mean levels of MMP in cells treated as in A and loaded with JC-1. **D** Flow cytometry graphs and mean levels of mitochondrial mass in cells treated as in A and loaded with mitoTracker (n = 3–4). Data are expressed as mean ± SD and analyzed with one-way ANOVA followed by Tukey’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001

### Acacetin decreases mROS production and membrane potential in CD4+ T cells

It is widely accepted that mitochondrial reactive oxygen species (mROS) generated by the oxidative respiratory chain promote intracellular signaling, thereby enhancing T cell activation and proliferation [16, 17]. Given the inhibitory effect of acacetin on the mitochondrial respiratory, the effect of acacetin on mROS production was investigated. MitoSOX staining showed that acacetin significantly inhibited mROS level in CD4+ T cells (Fig. 5B). The MMP maintains the activated state of CD4+ T cells [18], and the effect of acacetin on MMP was therefore determined in activated CD4+ T cells loaded with JC-1 fluorescence. Acacetin led to a significant reduction in MMP, as indicated by a decreased PE/FITC ratio (Fig. 5C). However, the impaired mitochondrial respiration was not due to a reduction in mitochondrial mass, since mitoTracker staining revealed that acacetin only mildly reduced mitochondrial mass at 10 μM (Fig. 5D). These results suggest that acacetin inhibits mROS generation and MMP in CD4+ T cells.

### Acacetin binds to mitochondrial complex II and inhibits its activity

The slight alteration in the mitochondrial mass of CD4+ T cells suggests that acacetin may modify the activity of the electron transport chain. The target of acacetin on the electron transport chain was predicted and analyzed using PharmMapper, a well-known pharmacophore matching and potential identification target platform [19]. Autodock-vina is a computational program that efficiently predicts the non-covalent binding of macromolecular receptors and small molecules and predicts the bound conformation and binding affinity with significantly improved prediction accuracy. According to the PharmMapper analysis, acacetin was found to bind to succinate dehydrogenase (z-score = 2.562), a component of mitochondrial complex II. The docking of acacetin to the complexes I-V using Autodock-vina showed that complex II had the lowest binding energy (Kcal/mol = − 9.2) compared to the other complexes (Table 2), and the first three binding conformations of complex II with acacetin had strong stability of RMSE, which indicates that the docking results are reliable (Fig. 6A, Table 3). Further analysis of the docked conformations with the lowest binding energies showed that akathisia can successfully bind to the subunit SDHA of complex II through hydrogen bonding interactions with GLU-398 and GLY-215 amino acid residues (Fig. 6B). To validate the interaction between acacetin and SDHA and to quantify the binding affinity, a MST assay was used. MST measures the movement of molecules in a microscopic temperature gradient field and detects changes in the hydration layer, charge, and size of molecules to quantify interactions between biomolecules. MST experiments confirmed the binding of acacetin to the complex II subunit SDHA protein, yielding a dissociation constant (Kd) of 36.92 μM (Fig. 6, C and D). Additionally, mutating the binding site of acacetin to SDHA resulted in a significantly decreased dissociation constant (Kd = 228.74 μM) (Figure S4). These results confirm the binding interaction between acacetin and SDHA.

**Table 2:** Binding energy of acacetin to complexes I-V predicting by autodock-vina

Number	Binding energy
Complex I	− 8.6
Complex II	− 9.2
Complex III	− 8.5
Complex IV	− 8.6
Complex V	− 7.5

**Fig. 6:**
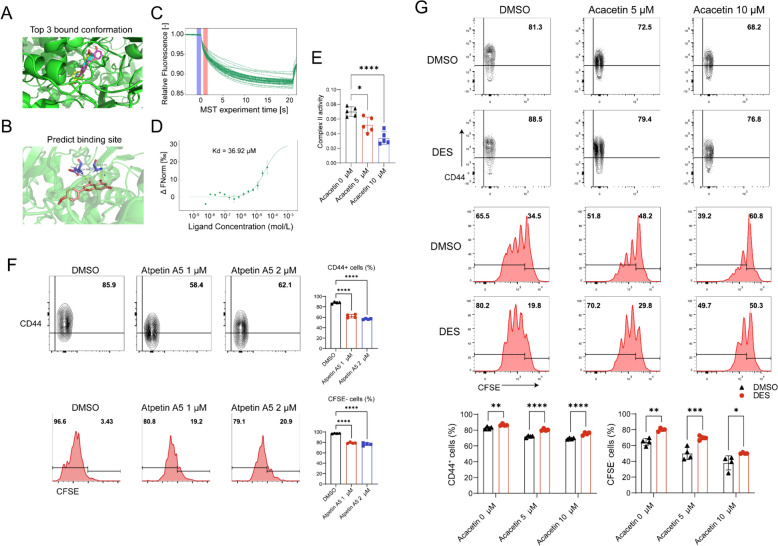
Molecular docking analyzes the interaction of acacetin with mitochondrial complex II. **A** The three lowest binding conformations of acacetin with complex II calculated by autodock-vina, represented by yellow, purple, and cyan, respectively, **B** Acacetin (red) bound to the amino acid residue sites of mitochondrial complex II (blue). **C** Normalized MST time-trace diagram of acacetin and SDHA protien. **D** MST S curve diagram, the Kd of combination is 36.92 μM.** E** The activity of complex II was detected in naive CD4+ T cells activated with anti-CD3/CD28 and cultured in the absence and presence of 5 or 10 μM acacetin for 48 h (n = 5). **F** Flow cytometry graphs and percent values of CD44 cells and CFSE cells determined in naive CD4+ T cells activated with anti-CD3/CD28 and cultured in the absence and presence of 1 or 2 μM Atpenin A5 for 72 h (n = 4). **G** Flow cytometry graphs and percent values of CD44 cells and CFSE cells determined in naive CD4+ T cells activated with anti-CD3/CD28 and cultured in the absence and presence of 5 or 10 μM acacetin and with or without DES for 72 h (n = 4). Data are expressed as mean ± SD and analyzed with one-way ANOVA followed by Tukey’s post hoc test (C and D) or two-way ANOVA followed by Bonferroni's post hoc test (E). *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001

**Table 3:** Top 10 conformations with minimal binding energy of acacetin to complex II

Number	Binding energy	RMSD
1	− 9.2	0
2	− 9.1	2.392
3	− 9	1.369
4	− 7.9	46.628
5	− 7.7	55.389
6	− 7.7	71.515
7	− 7.5	24.543
8	− 7.5	32.246
9	− 7.4	24.453

Mitochondrial complex II, also known as succinate dehydrogenase, is a central purveyor of the reprogramming of metabolic and respiratory adaptation in response to various intrinsic and extrinsic stimuli and abnormalities [20] and the complex II controls mROS and ATP production and regulates T cell activation [21, 22]. To corroborate the molecular docking findings, the impact of acacetin on complex II activity was assessed using a complex II activity assay kit. Acacetin was found to inhibit T-cell complex II activity in a dose-dependent manner (Fig. 6E). The effect of complex II activity on activation and proliferation was then determined by treating CD4+ T cells with the complex II inhibitor Atpenin A5 [23], and the results showed that activation and proliferation of CD4+ T cells were decreased by Atpenin A5 (Fig. 6F). Finally, DES, a membrane-permeable raw material of complex II was employed to test whether the function of CD4+ T cells could be restored by increasing the substrate of complex II. As expected, the decrease of CD44 expression and proliferation of CD4+ T cells by acacetin was reversed by application DES (Fig. 6G). These results suggest that acacetin inhibits CD4+ T cell mitochondrial function by affecting the complex II activity.

### Therapeutic administration of acacetin prevents the progression of DCM

The beneficial effects of acacetin on EAM were observed through oral administration of the drug at the onset of the experimental procedure (Fig. 1A). However, most patients recovered from acute myocarditis may develop to DCM with myocardial fibrosis, ventricular dilatation, and heart dysfunction. Currently, there is no available drug in clinical practice to delay the onset of DCM. To investigate whether acacetin can delay and/or prevent the progression of DCM, acacetin was administered orally (100 mg/kg daily) for 2 weeks to EAM mice at day 7 post injection of myosin heavy chain-α peptides. The animals were sacrificed at day 42 of the experiment (Fig. 7A) after the heart function evaluation with echocardiography. Their hearts were isolated and weighted, and the myocardial sections were stained with Masson. The echocardiography analysis revealed that the left ventricular EF and FS were further reduced in EAM mice, compared to the results with the experiment of 21 days (Fig. 1C). Moreover, the left ventricular end-systolic diameter (LVESD) and left ventricular end-diastolic diameter (LVEDD), were greatly increased in EAM mice with vehicle, indicating that the DCM is developed to the heart failure during the experimental period of 42 days. It is interesting to note that the heart dysfunction and the increased LVESD and LVEDD were reversed in EAM mice with acacetin treatment (Fig. 7B, Table 4).

**Fig. 7:**
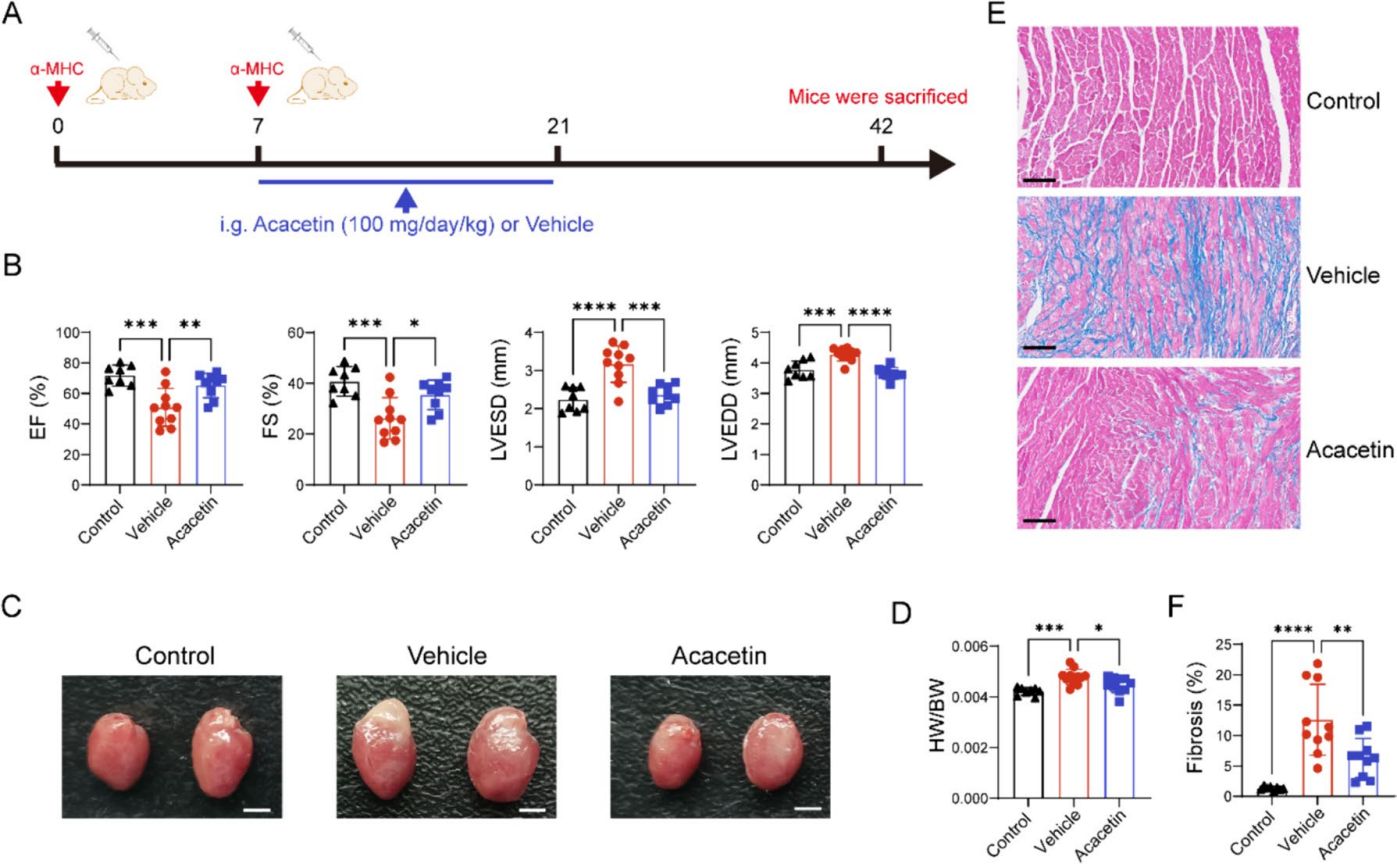
Therapeutic administration of acacetin decreases the progression of DCM in EAM mice. **A** Animal experimental protocol: α-MHC (0.2 mL) was subcutaneously injected at day 0 and day 7, and acacetin (100 mg/kg daily) or vehicle was orally administrated from day 7 to day 21 of the experiment. **B** Mean values of echocardiographic analysis for left ventricular EF, FS, LVESD, and LVEDD in control mice, EAM mice with vehicle and EAM mice with acacetin treatment (n = 8–10). **C** Representative heart images in mice as in B. Scale bar = 5 mm. **D** HW/BW of mice as in B (n = 8–11). **E** Representative images of masson stained ventricular tissue section slices (scale bar = 50 μm) in mice as in B. **F** Percent values of left ventricular fibrosis in mice as in B (n = 8–10). Data are expressed as mean ± SD and analyzed with one-way ANOVA followed by Tukey’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001

**Table 4:** Echocardiographic data in mice at day 42 of experiment

	Control	Vehicle	Acacetin
Heart rate (bpm)	437.8 ± 79.77	385.3 ± 26.28	415.6 ± 99.19
EF (%)	71.77 ± 6.88	50.80 ± 12.51^*^	65.16 ± 8.13^#^
FS (%)	40.73 ± 5.80	26.17 ± 8.16^*^	35.43 ± 5.86^#^
LV end-diastolic diameter	3.78 ± 0.29	4.28 ± 0.21^*^	3.66 ± 0.20^#^
LV end-systolic diameter	2.24 ± 0.31	3.17 ± 0.48^*^	2.36 ± 0.25^#^

Data show mean ± SD. P values were determined by one-way ANOVA followed by Tukey’s post hoc test

*EF* ejection fraction, *FS* fractional shortening, *LV* left ventricle

*P < 0.05 compared to Control, #P < 0.05 compared to Vehicle

In addition, the heart size and the ratio of HW/BW were increased in EAM mice with vehicle, but not in EAM mice with acacetin (Fig. 7C and D). The Masson-stained ventricular slices showed that great fibrosis observed in EAM mice with vehicle was significantly reduced in EAM mice with acacetin (Fig. 7E and F). These results indicate that administration of acacetin in acute phase of myocarditis can prevent the progression of DCM.

## Discussion

In this study, we demonstrate that acacetin inhibits cardiac injury and immune response in myocarditis and improves cardiac remodeling and ventricular dilation in DCM. The beneficial effects of acacetin on myocarditis are mainly related to inhibiting CD4+ T cell activation, proliferation and Th17 cell differentiation. Mechanically, acacetin inhibits CD4+ T cell activation by binding to and inhibiting the activity of mitochondrial complex II, thereby suppressing mitochondrial respiration, mROS production, and MMP. Our results suggest that acacetin is likely a novel drug candidate for treating myocarditis.

Acacetin has been shown as a promising drug candidate for treating various cardiovascular disorders, e.g. atrial fibrillation, myocardial infarction, atherosclerosis, etc., by targeting cardiomyocytes, endothelial cells, or macrophages [6, 7, 24]. Myocarditis is an inflammatory disease that is primarily driven by CD4+ T cell-mediated autoimmunity [25]. Myeloid cells and cardiomyocytes also contribute to the pathological process of myocarditis. We have previously demonstrated that acacetin inhibits the activation and proliferation of human T cells [11]. Another study has reported that acacetin reduces Th17 cells in mice with autoimmune arthritis [26]. The present study revealed that acacetin inhibited the development of myocarditis by suppressing CD4+ T cell activation and Th17 cell differentiation in vivo and in ex-vivo, which is consistent with previous reports. CD4+ T cells are key pathogenic factors in the development and progression of myocarditis. Several cytokines such as IFN-γ, IL-17A, IL-17F promote early tissue damage and progression of DCM of myocarditis. Acacetin can regulate dysregulated CD4+ T cell responses in myocarditis. Myeloid cells, including neutrophils, monocytes, and macrophages, have been shown to be involved in the myocarditis process [27]. An earlier study has reported that acacetin inhibits the activation and secretion of macrophages [28]. In this study, acacetin treatment mildly decreased the proportion of macrophages and monocytes in EAM mice, while the proportion of neutrophils was not altered. This suggests that acacetin modulates the myeloid cell response to some extent, but the detailed mechanism remains further studied.

Given our result showed that acacetin impacts T-cell activation starting from 5 μM rather than 2.5 μM, and exhibits a significant effect on T-cell activation, proliferation, and differentiation at 10 μM, we selected these two concentrations for RNA-seq to investigate the specific mechanism of acacetin's action on T cells. RNA-seq revealed that acacetin inhibited the expression of mitochondrial respiratory chain-related pathways and regulated cell cycling and lipid metabolism-related pathways. Mitochondria are the power plants that produce ATP. Mitochondrial respiration increases upon T-cell activation. Electron transfer from complex I to IV drives the proton gradient across the membrane, culminating in the production of ATP at complex V, which completes OXPHOS. OXPHOS is essential for T-cell activation, because the different complexes that inhibit the electron transport chain are sufficient to impair initial T-cell activation [29]. The results from this study confirmed that acacetin decreases mitochondrial respiration rate and ATP production of CD4+ T cells by inhibiting activation. mROS, one of important products of mitochondrial respiration, is also an indispensable part of T-cell signaling. mROS activates NFAT and subsequently induces IL-2 production, resulting in T-cell expansion [16]. MMP plays an important role in stabilizing mitochondrial morphology and function. In the present observation, acacetin inhibited mitochondrial respiration, mROS, and MMP in CD4+ T cells, indicating that acacetin inhibits T cell activation and proliferation through its action on mitochondrial function.

mROS are mainly produced by complexes I and III, and recently complex II has started to be considered as an alternative source [30, 31]. Succinate dehydrogenase forms mitochondrial complex II, which plays an important role in the electron transport chain and mitochondrial respiration. Studies have shown that inhibition of complex II activity inhibits mitochondrial respiration and thus affects T-cell proliferation and activation. Our molecular docking and MST assays confirm that acacetin binds to mitochondrial complex II and inhibits its activity. This was reinforced by reversion experiments with the addition of DES.

DCM is a major adverse outcome in patients with myocarditis. It is mainly associated with persistent inflammatory damage and autoantibody production. Our results show that the use of acacetin in the acute phase inhibits the progression of DCM. Persistent autoimmune CD4+ T cell-mediated immune responses and IL-17A secretion have been reported to be drivers of DCM progression. This study reveals that the beneficial effects of acacetin are primarily associated with reduction of CD4+ T cell- activity followed by reducing cardiomyocyte injury. Therefore, acacetin may have promising clinical application for treating myocarditis.

One limitation of this study is that acacetin acts in vivo not only on CD4+ T cells, but also on multiple targets such as macrophages, fibroblasts, and cardiomyocytes, in which detailed mechanisms remain to be clarified in the future studies.

## Conclusion

Collectively, the present study provides for the first time the new pharmacological effects that acacetin decreases the progression of myocarditis and cardiomyopathy via reducing mitochondrial complex II activity, thereby inhibiting mitochondrial respiration and mROS of CD4+ T cells, suggesting that acacetin may be a valuable therapeutic drug in CD4+ T cell-mediated myocarditis.

### Supplementary Information

Supplementary Material 1.

## Data Availability

The dataset supporting the conclusions of this article is available in the NCBI GEO database under accession number GSE221244.

## Abbreviations

DCM: Dilated cardiomyopathy
EAM: Experimental autoimmune myocarditis
RNA-seq: RNA sequencing
MST: Microscale thermophoresis
mROS: Mitochondrial reactive oxygen species
GEO: Gene Expression Omnibus
3D: Three-dimensional
EF: Ejection fraction
FS: Fractional shortening
HW/BW: Heart weight and body weight
PCA: Principal Component Analysis
LVESD: Left ventricular end-systolic diameter
LVEDD: Left ventricular end-diastolic diameter

# Supplementary material for: Acacetin alleviates autoimmune myocarditis by regulating CD4+ T cell mitochondrial respiration
**Source:** Chin Med. 2024 May 13;19:68. doi: 10.1186/s13020-024-00943-9
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Supplementary material**

**Supplementary figure**

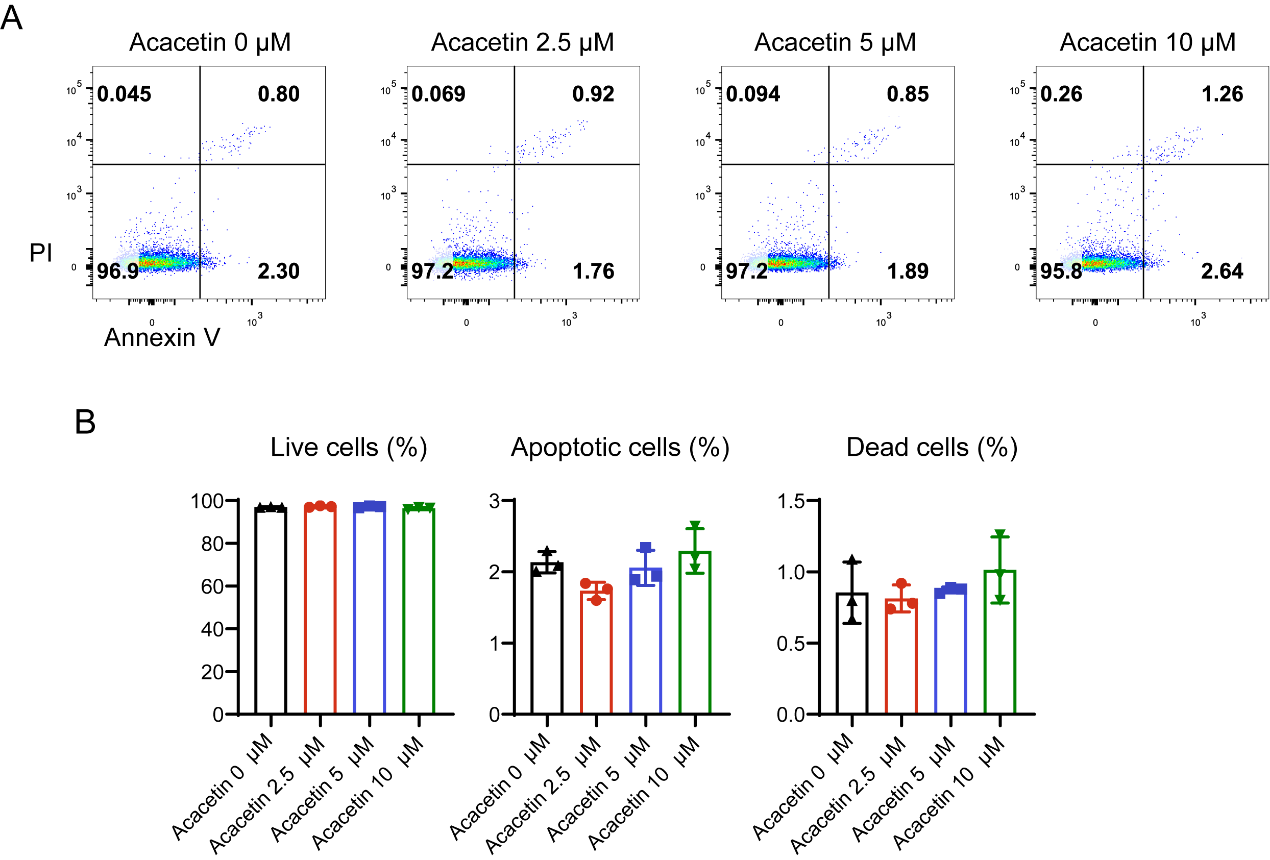

**Figure S1: Effect of acacetin on CD4+ T cell viability**

Naive CD4+ T cells from the spleen of normal mice were activated with anti-CD3/CD28 and cultured with different concentrations of acacetin for 72 h. Cells were stained with PI and Annexin V (AV). Representative flow cytometry graphs (A) and percent values (B) of live (PI-AV-), apoptotic (PI-AV+) or dead cells (PI+AV+), n=3/group. Results are representative of at least 2 independent experiments. Error bars show mean ± SD.

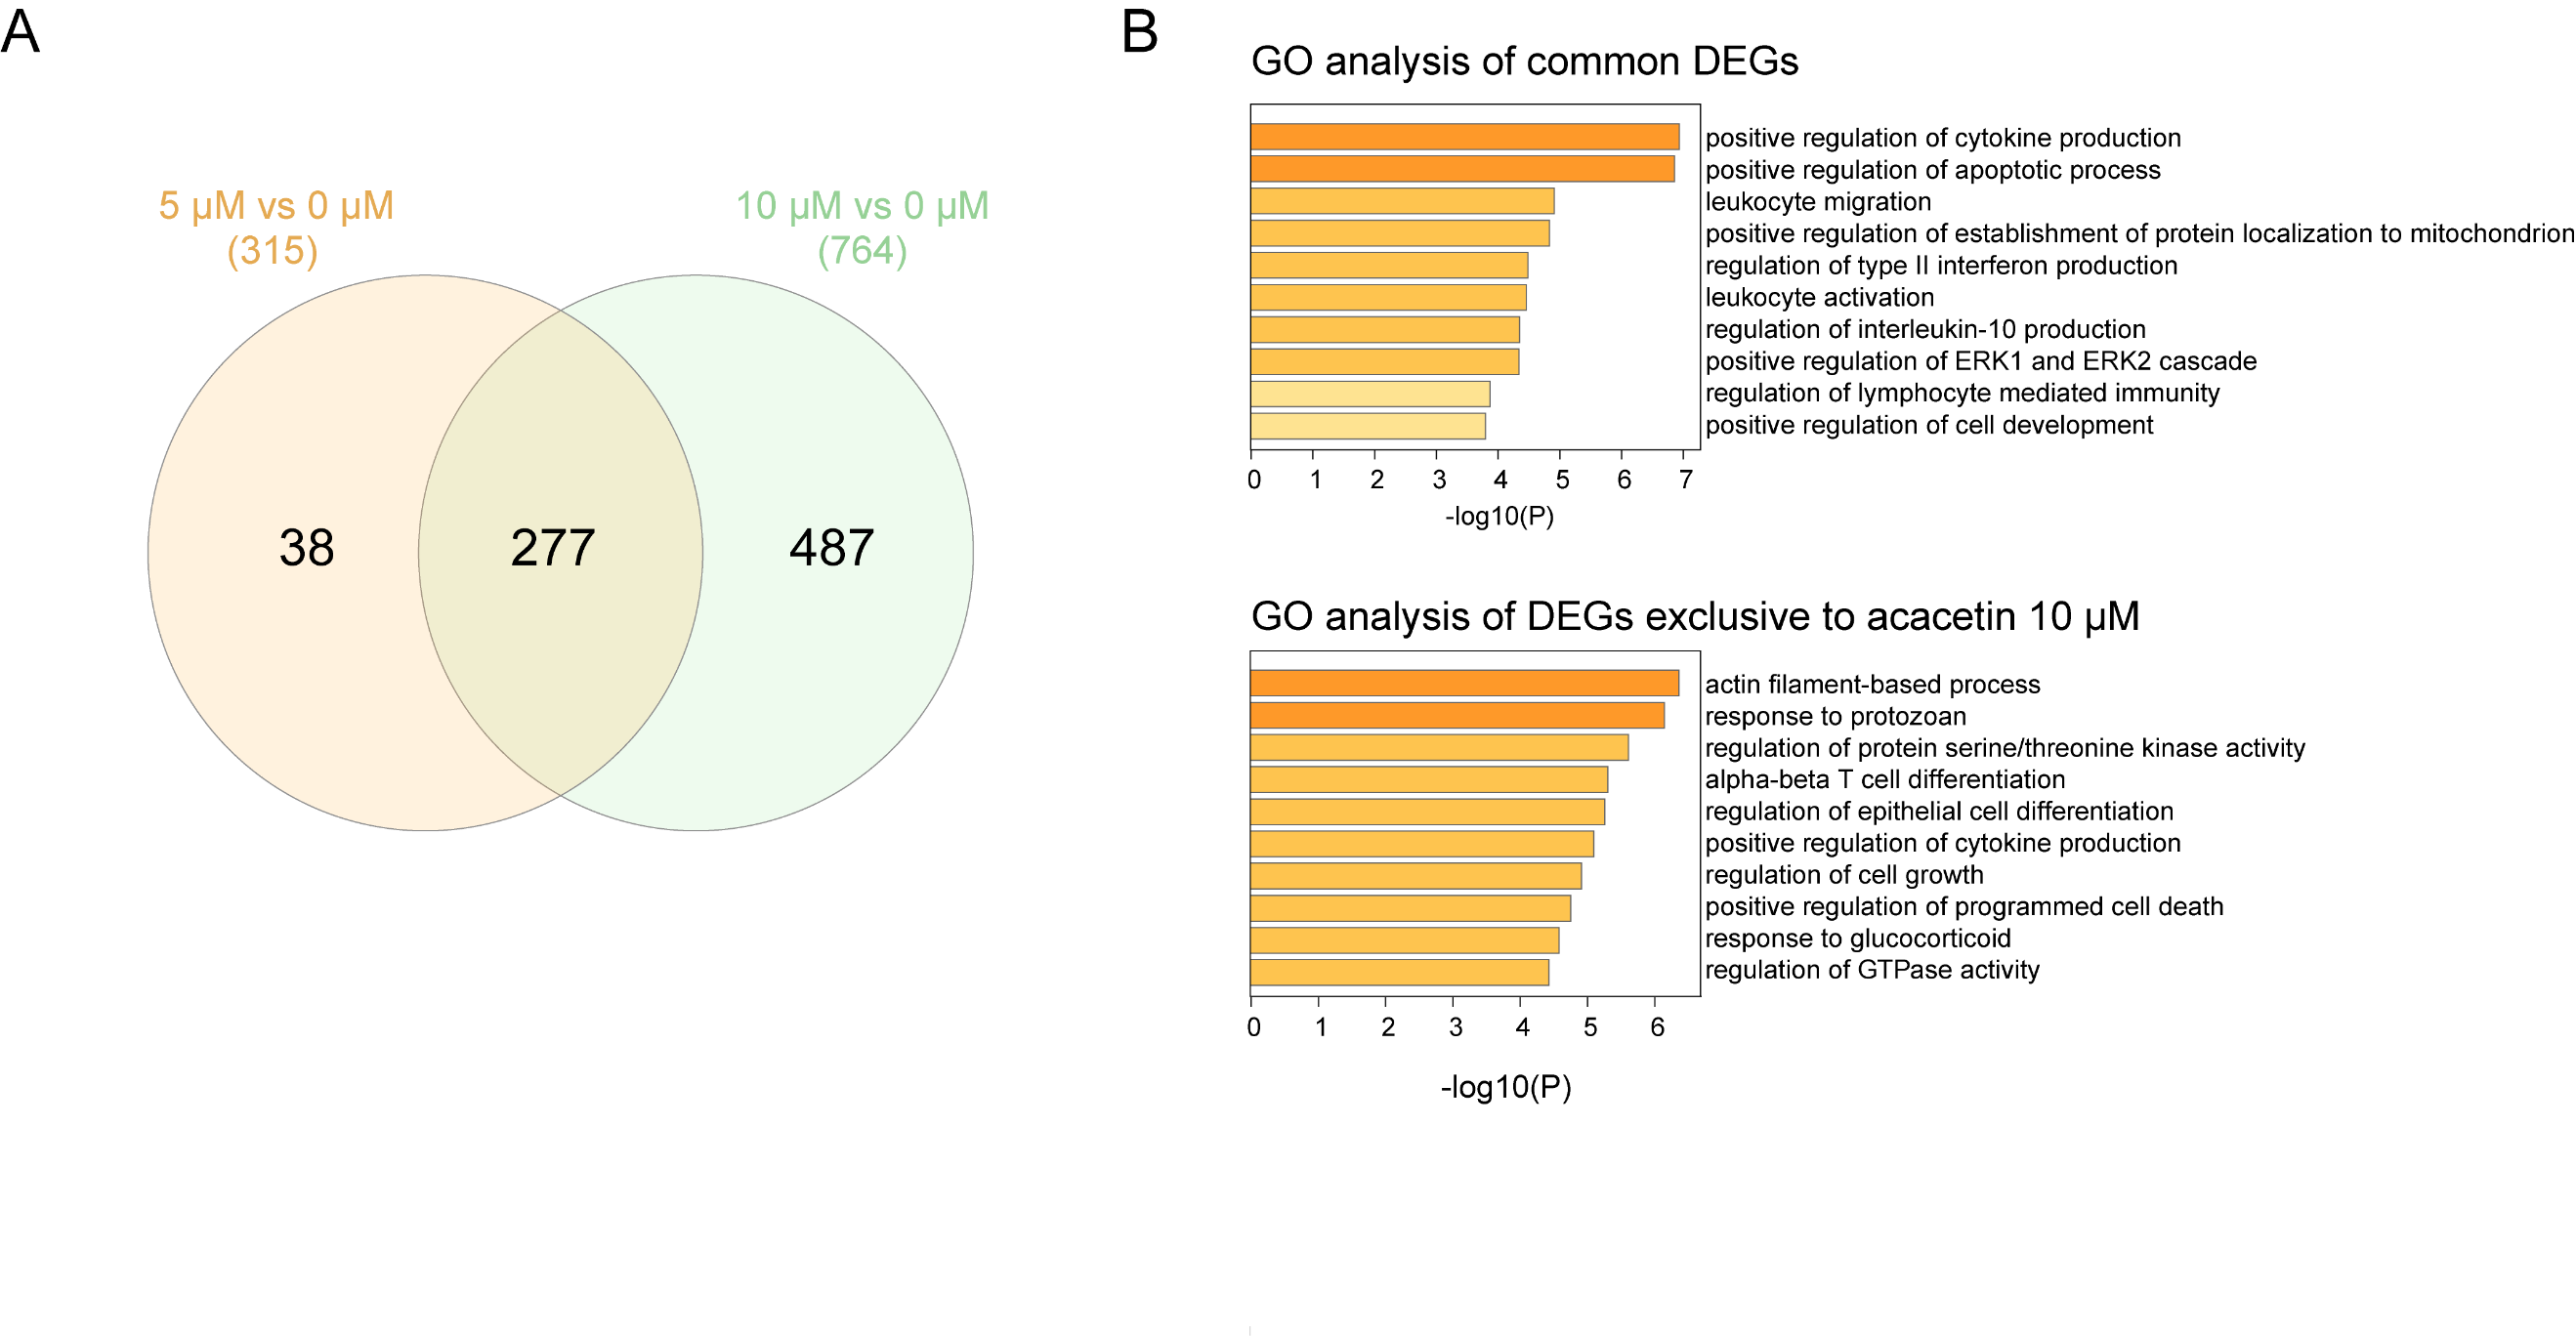

**Figure S2. Analysis of common DEGs**

A: Venn plot of DEGs of 5 μM and 10 μM of acacetin compared with 0 μM. B: Bar plot of GO analysis of common and exclusive to the 10 μM group of DEGs.

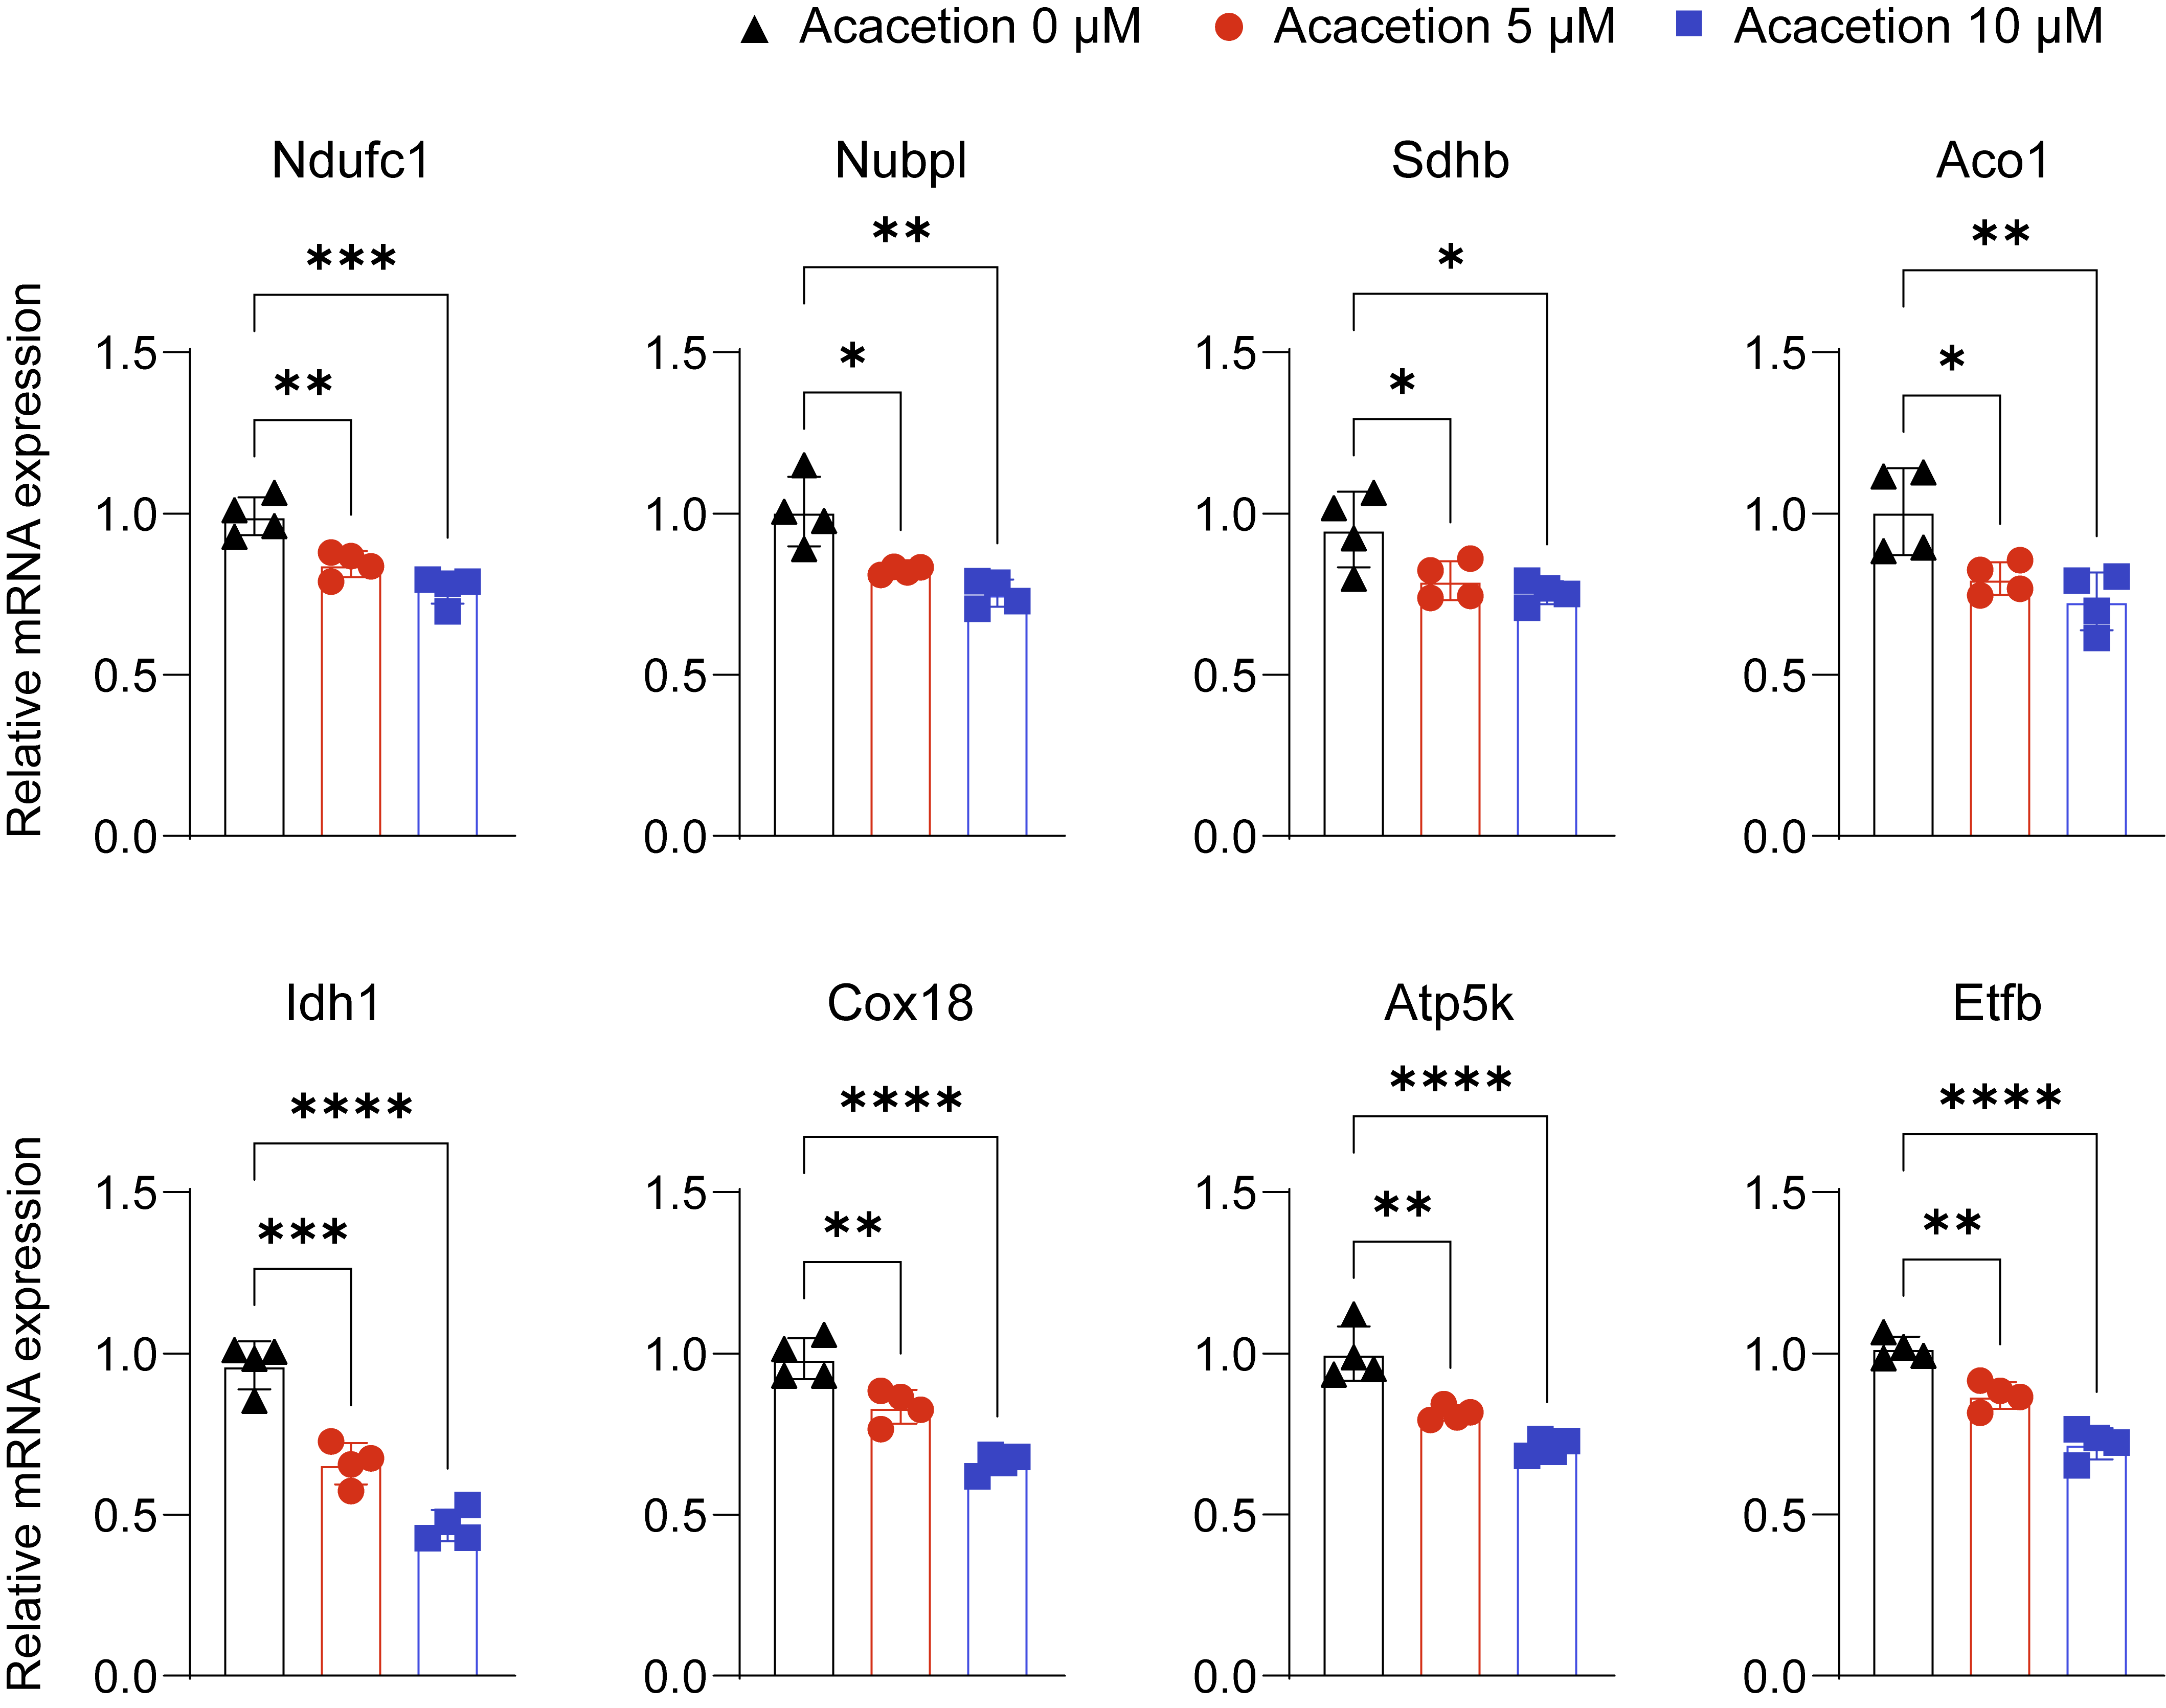

**Figure S3.** RT-qPCR detection of mitochondria-related gene expression in CD4+ T cells following 0, 5, and 10 μM acacetin treatment.

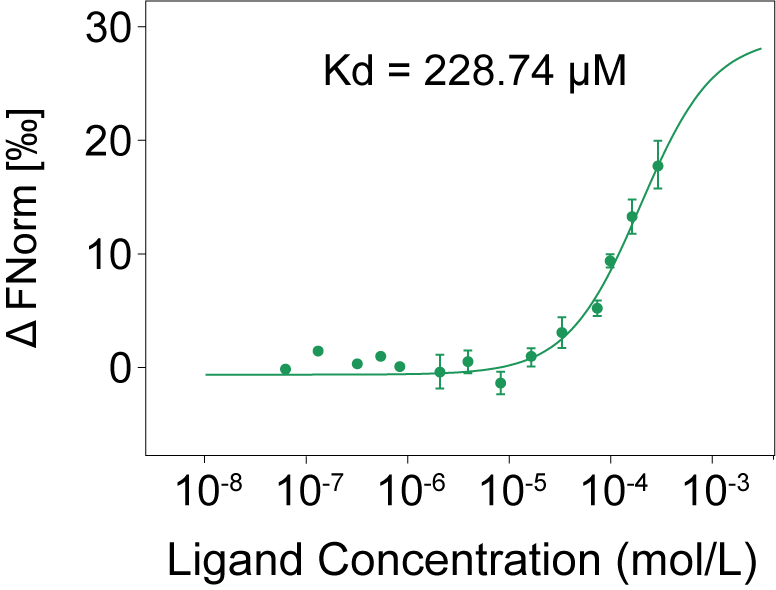

**Figure S4**. MST S curve diagram of the site-mutated SDHA protein and acacetin, the Kd of combination is 228.74 μM.

**Supplementary table**

Table S1 Primer sequences used for the RT-qPCR

| Gene name | Sequence 5’→3’ |
| --- | --- |
| *Il6* | Forward：ACAACCACGGCCTTCCCTACT  Reverse：CTCATTTCCACGATTTCCCAGA |
| *Il1b* | Forward：AAATACCTGTGGCCTTGGGC  Reverse：CTTGGGATCCACACTCTCCAG |
| *Tnf* | Forward：GCCTCTTCTCATTCCTGCTT  Reverse：TGGGAACTTCTCATCCCTTTG |
| *Ccl3* | Forward：TTCTCTGTACCATGACACTCTGC  Reverse：CGTGGAATCTTCCGGCTGTAG |
| *Ccl5* | Forward：GCTGCTTTGCCTACCTCTCC  Reverse：TCGAGTGACAAACACGACTGC |
| *Il17a* | Forward：TTTAACTCCCTTGGCGCAAAA  Reverse：CTTTCCCTCCGCATTGACAC |
| *Il17f* | Forward：TGCTACTGTTGATGTTGGGAC  Reverse：AATGCCCTGGTTTTGGTTGAA |
| *Ifng* | Forward：ATGAACGCTACACACTGCATC  Reverse：CCATCCTTTTGCCAGTTCCTC |
| *Ndufc1* | Forward：GTAGTGCTGCGCTCGTTTTC  Reverse：CCAACCAGTTAGGTTTGGCAT |
| *Nubpl* | Forward：GTTGGCTTGTTAGATGTGGATGT  Reverse：GCGCAGTCTCTTCAACCAAAA |
| *Sdhb* | Forward：AATTTGCCATTTACCGATGGGA  Reverse：AGCATCCAACACCATAGGTCC |
| *Aco1* | Forward：AGAACCCATTTGCACACCTTG  Reverse：AGCGTCCGTATCTTGAGTCCT |
| *Idh1* | Forward：ATGCAAGGAGATGAAATGACACG  Reverse：GCATCACGATTCTCTATGCCTAA |
| *Cox18* | Forward：GGCCGCCTATCAGCACTAC  Reverse：TGAGATAAGTCTCCGCATGTTCT |
| *Atp5k* | Forward：GTTCAGGTCTCTCCACTCATCA  Reverse：CGGGGTTTTAGGTAACTGTAGC |
| *Etfb* | Forward：CTGTCAAGAGGGTCATCGACT  Reverse：CACAGAAGGGGTTCATGGAGT |
| *Gapdh* | Forward：CTGGGCTACACTGAGCACC  Reverse：AAGTGGTCGTTGAGGGCAATG |

Table S2 analysis of common DEGs

How the deposited data were processed for this re-analysis (not part of the article)

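The RNA-seq experiment compared naive CD4+ T cells activated with anti-CD3 and anti-CD28 and cultured for 72 h with 0, 5 or 10 μM acacetin, with 3 biological replicates per concentration, 9 libraries in all. The values used are estimated read counts (expected counts) per gene from the deposited count matrix, which the authors made from the reads. Their methods name HISAT2 and StringTie in the paragraph on RNA-seq, for checking and trimming reads as written there, and DESeq2 for the comparison of 2 groups, with thresholds of a fold change over 1.5 and an adjusted p under 0.05. Their processing notes name GRCm39 as the genome. The tool that counted the reads, its version, the gene annotation and the strand setting are not given in the sources used here. The unit was taken from the values: 24.1% of them are not whole numbers, none is negative, and the columns sum to 19664981 to 24410715. The counts are not scaled to a common total, and they were rounded to whole numbers. All 9 columns were matched to the sample labels by their full titles, and 0 columns were left unused. Of 25757 entries, 964 share 70 symbols. Each was kept as an entry of its own, and the one with the most counts carries the symbol. Positions of genes are not given, since the annotation at hand is for the preceding mouse assembly. It was used only for the length and GC content of transcripts, joined by symbol.

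The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were kept by edgeR's filterByExpr at its defaults, which left 12185, normalized by TMM factors and tested with the quasi-likelihood F-test in a single fit of all 9 libraries with the concentration as the group. The contrasts were 5 against 0, 10 against 0 and 10 against 5 μM. Adjusted p are by Benjamini-Hochberg over all measured genes of a contrast. The replicates of each concentration differed by more than counting noise, with a chi-square of 1.98 to 5.34 per gene between pairs, which the fitted dispersion takes in. At this depth, 11323 genes had at least 10 counts in every library. The steps were tested on simulated data with known changes of 1.25, 1.5, 2 and 3-fold in 50 genes each, among 12074. The changed genes were drawn from those with a mean over 5 CPM, so recovery at lower counts was not simulated. The steps recovered 74% at 1.25-fold and 100% at the others. They called 19 of 11799 unchanged genes, 7 of them over 1.5-fold, and 0 genes between groups with no change. In the same counts, 75 nuclear-encoded respiratory subunits were each lowered by 1.1-fold. As a list they gave an adjusted p of 6.2e-12 (camera, preset correlation), with 25 of the genes called. Each gene was drawn independently, so this does not show how camera performs on genes that vary together, as these subunits do.

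Groups of genes were written by hand as 49 lists from general knowledge of their functions, since the sets of MSigDB and the terms of Gene Ontology used in the paper are not used here. The 42 lists with at least 4 measured genes were tested by camera, two-sided, with a preset inter-gene correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg over the lists. A preset correlation assumes that the genes of a list vary almost independently, and for the respiratory subunits the estimate was 0.514. Lists were also set against the differentially expressed genes by two-sided Fisher's exact tests, with all measured genes as the background. Principal components were computed on centred log2 CPM with a prior count of 2, and the separation of the concentrations was tested by an exact permutation test of a pseudo-F over 280 partitions. The overlap of both concentrations was compared with 20 simulations of unchanged groups that share the control libraries. Lists of lung, liver and blood transcripts were written after some of these had been seen to be high in a library and before their other members were looked at.

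Genes are named by a rule: all genes that the paper names in Fig. 4B and C, Fig. S3, Table S1 and its text, the 10 highest and 10 lowest fold changes of each comparison with 0 μM (5 and 5 for 10 against 5 μM) among genes past the threshold with a mean log2 CPM of at least 3 and no overlap between the groups, in each list up to 4 members with the smallest adjusted p and any called member that goes against the list's direction, and the 5 smallest adjusted p among the shared genes and among those at 10 μM only. Lists with under 4 measured genes are described gene by gene. Bhlhe40 and the tissue markers were named after their values had been seen, and the gene names of Table S2 had been read beforehand. The comparisons, the tests, the lists apart from those of other tissues, this rule and the alternatives were set before the data were examined. The alternatives were RLE factors or library totals in place of TMM, no filter or at least 10 counts in every library, counts thinned to the smallest library, the replicate number as a block, each library left out in turn, the 2 groups compared alone, DESeq2 on all libraries or on 2 groups, limma-voom, a test against a fold of 1.5, fry and GSEA (fgsea) for lists, other transforms for the principal components, and no fold threshold for the overlaps. The values of some single genes that the rule names are not reported here. The measurements of the paper other than RNA-seq of these cultures were not analysed here.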

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

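The test of a composition effect as given here (-0.14), the tests of a response to the drug (0.739 and 0.588) and the lung ratio without Ager (6.69) were chosen after the result was seen, and the lung, liver and blood lists were written after single genes of these tissues had been noticed.

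The nuclear-encoded respiratory subunits were lower at 5 μM, with a median log2 fold change of -0.16 and 53 of 76 past the test, but the list's adjusted p was 0.285 with an estimated correlation, because the subunits vary together. For poor recovery of short or GC-rich transcripts, 10000 random sets matched on length, GC content and expression were drawn (75 of 76 genes have a value). None had a median as low (share 1e-04, the smallest they can give). The genes of these sets were drawn independently, whereas the subunits vary together, so this share is too small and does not exclude such a cause. The medians of these sets had a median of -0.07 themselves, so part of the fall is shared by genes of like length, GC content and expression. With library totals alone, the list's median was still -0.14 (-0.16 to -0.11 in the libraries at 5 μM against -0.01 to 0.02 in those at 0 μM) and that of all genes 0.02. The TMM factors thus did not make the fall, and the list fell against the median of all genes. Totals are a relative scaling too, and the TMM factors at 0 and 5 μM were 0.992 to 1.009. The comparison therefore could move little and does not decide on a composition effect in general. An effect of acacetin on these transcripts, directly or through the growth of the cells, and differences between the cultures of each concentration stay open, as do reads shared with pseudogenes, which were not tested.

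Lung transcripts stood out in 10 μM replicate 1, in data that the paper does not discuss: 17 markers summed to 126.6 CPM against at most 40.8 CPM in another library, with Scgb1a1 at 36.9, Sftpc at 21.8 and Cbr2 at 7.72 CPM, the genes that led to the list. For the other 14 markers a sum at least 2 times that of the highest other library had been set as the bound, and the ratio was 1.68 (60.2 against 35.8 CPM), which misses it. Of these markers, Ager alone had a median over 5 CPM, at 28.8 CPM over the libraries, a baseline that would hide a small share of lung RNA. Without it the ratio was 6.69 (18.5 against 2.77 CPM). In this library 13 of the 14 were highest where 1.56 would be by chance, but Aqp5, Lamp3 and Bpifa1 had 1, 3 and 3 counts there. Transcription in response to 10 μM acacetin is argued against by the 14 markers without Ager, none of which led to the list. In the other libraries at this concentration they reached at most 2.05 CPM, 0.739 times the highest library of the other concentrations. RNA or reads from lung tissue in this library stay a candidate explanation, with the route (cells, RNA or reads) not tested, although the isolation of naive CD4+ T cells selects against other cells.

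Liver transcripts stood out in 5 μM replicate 2, where 23 markers summed to 50.0 CPM against at most 5.23 CPM elsewhere, again outside what the paper discusses. Alb, one of the genes that led to the list, was at 15.5 CPM there, and Mup7, the other, at 3.03 CPM. The 21 markers not looked at before summed to 31.5 against at most 3.63 CPM, a ratio of 8.67, with 0 of them above a median of 5 CPM, and 20 of them were highest in this library where 2.33 would be by chance. A response to 5 μM acacetin is argued against by the same 21 markers in the other libraries at 5 μM, which reached 2.14 CPM, 0.588 times the highest library of the other concentrations. This is consistent with RNA or reads from liver tissue in this library, by a route that was not tested, although the isolation of naive CD4+ T cells selects against other cells.

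Blood transcripts were also high in 10 μM replicate 1, where 5 markers, all of them also in the erythroid list, summed to 23.1 CPM against at most 2.09 CPM elsewhere, with Hbb-bs at 8.91 and Hba-a2 at 7.92 CPM.

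The other signals are in gene groups that the paper does not name as pathways from these data. It does report T cell differentiation at 10 μM, by a GO term whose genes were not compared. The Th1 and Th2 lists share genes with the hand-written list of differentiation regulators. Each gene group below passed the threshold at both concentrations, with the preset and with the estimated correlation and under every alternative run. The lists hold a few genes that the volcano plots label (Nfkbia, Satb1, Ccr7, Cish and Cdkn1a), which had been read before the lists were written. So had the gene names of Table S2, so the lists could hold other genes already known as differentially expressed in the paper. Of 20 NF-kB target and feedback genes, 16 were higher and 2 lower at 5 μM (16 and 2 when adjusted over the list alone), with a median log2 fold change of 0.27 (adjusted p = 2.9e-11, and adjusted p = 0.016 with an estimated correlation), and 18 were higher and 2 lower at 10 μM (18 and 2 when adjusted over the list alone), with a median of 0.56 (adjusted p = 2.5e-18, and adjusted p = 0.0051 with an estimated correlation), with Nfkbiz at 0.56 and 0.85 and Rel, which went the other way, at -0.28 and -0.30. Among 20 naive and quiescence genes, 18 were higher and 2 lower at 5 μM (18 and 2 when adjusted over the list alone), with a median log2 fold change of 0.41 (adjusted p = 6.4e-24, and adjusted p = 0.0011 with an estimated correlation), and 18 were higher and 2 lower at 10 μM (18 and 2 when adjusted over the list alone), with a median of 0.62 (adjusted p = 5.6e-26, and adjusted p = 4.6e-04 with an estimated correlation), with Id3 against the direction at -0.59 and -0.66. For 18 Th1 genes, 2 were higher and 13 lower at 5 μM (2 and 13 when adjusted over the list alone), with a median log2 fold change of -0.60 (adjusted p = 4.9e-09, and adjusted p = 0.0041 with an estimated correlation), and 2 were higher and 12 lower at 10 μM (2 and 13 when adjusted over the list alone), with a median of -0.75 (adjusted p = 6.2e-08, and adjusted p = 0.0050 with an estimated correlation), with Tbx21 at -0.63 and -0.90 and Eomes, which rose, at 0.81 and 0.78. In the list of 6 measured Th2 genes, 4 were higher and 0 lower at 5 μM (5 and 0 when adjusted over the list alone), with a median log2 fold change of 0.47 (adjusted p = 2.0e-06, and adjusted p = 0.011 with an estimated correlation), and 5 were higher and 0 lower at 10 μM (6 and 0 when adjusted over the list alone), with a median of 0.76 (adjusted p = 1.5e-06, and adjusted p = 0.0080 with an estimated correlation), with Ccr8 at 0.47 and 0.90. Of 16 STAT5 target and IL-2 signal genes, 10 were higher and 3 lower at 5 μM (10 and 3 when adjusted over the list alone), with a median log2 fold change of 0.27 (adjusted p = 7.7e-13, and adjusted p = 0.0030 with an estimated correlation), and 13 were higher and 2 lower at 10 μM (13 and 3 when adjusted over the list alone), with a median of 0.52 (adjusted p = 2.3e-17, and adjusted p = 0.0014 with an estimated correlation), with Pim1 at 0.54 and 0.79. Interferon-stimulated genes went both ways: of 36, 9 were higher and 17 lower at 5 μM (10 and 17 when adjusted over the list alone), with a median log2 fold change of -0.14 (adjusted p = 9.9e-04, and adjusted p = 0.023 with an estimated correlation), and 7 were higher and 20 lower at 10 μM (7 and 20 when adjusted over the list alone), with a median of -0.33 (adjusted p = 3.3e-07, and adjusted p = 0.0049 with an estimated correlation), and at 5 μM their mean log2 fold change was 0.01, opposite in sign to the median and the test, with Ifitm3 at -0.89 and -1.12 and Oas2 at 1.62 and 1.83. Of 22 nucleotide synthesis enzymes, 1 was higher and 17 lower at 5 μM (1 and 18 when adjusted over the list alone), with a median log2 fold change of -0.14 (adjusted p = 1.2e-07, and adjusted p = 0.0053 with an estimated correlation), and 1 was higher and 19 lower at 10 μM (1 and 19 when adjusted over the list alone), with a median of -0.24 (adjusted p = 1.3e-09, and adjusted p = 0.0036 with an estimated correlation), with Tk1 at -0.33 and -0.44.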

How the results depend on the processing

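Results without both libraries that held lung or liver transcripts, and principal components of all genes scaled, come from alternatives chosen after the result was seen. Each of 20 tests of the main lists (10 lists in both comparisons with 0 μM) kept its direction under every alternative. Most of these lists stand near pathways of the paper, but its text names neither p53 targets nor mitochondrial ribosomal proteins as a pathway. Over all alternatives, 592 values for the comparisons stayed on their side of the threshold or within 1.5 times (for shares of variance, within 1 SD), 13 fell below the threshold and 48 moved, and 0 reversed. Among the other values (single genes and lists), 15007 stayed, 511 lost the threshold, 184 gained it and 22 reversed. RLE factors, library totals, a minimum of 10 counts, thinned counts, the replicate block, fry and limma-voom moved none of the main values. Of the genes differentially expressed at 5 and at 10 μM, DESeq2 kept 314 of 412 and 781 of 914, limma-voom 403 and 891, library totals alone 397 and 904, and 0 reversed under any alternative. The filter decides how many low-count genes are tested, and at 1.25-fold the depth and 3 replicates recover only part of the changes.

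With the replicate block, 3941, 5728 and 994 genes changed (5 against 0, 10 against 0 and 10 against 5 μM), 197 and 212, 506 and 403, and 16 and 19 passed 1.5-fold (higher and lower), and 339 were shared. Residuals of libraries at different concentrations correlated at -0.0303 to 0.0871 (median 0.0314) with the same replicate number. With different numbers they correlated at -0.0890 to 0.0416 (median -0.0101). For 8 of the 9 libraries the highest correlation was with a library of the same number. By these values, libraries with the same number were slightly more alike, so pairing by number is possible. No p-value was computed for this, and what such libraries might share is not known. The main fit leaves the number out.

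Leaving out each library in turn (the fit pools the spread of all groups, and each group kept at least 2 libraries) gave 3146 to 4411 changed genes at 5 μM and 4932 to 5717 at 10 μM. Between 10 and 5 μM it gave 617 (without 5 μM replicate 3) to 1467 (without 10 μM replicate 2), with 716 without 5 μM replicate 1 and 719 without 10 μM replicate 3. Over 1.5-fold, 12 (without 0 μM replicate 2) to 30 (without 10 μM replicate 2) were higher and 17 to 29 lower, with 13 higher without 0 μM replicate 1, 5 μM replicate 3 or 10 μM replicate 1. The first component ranged from 37.3% to 42.7% and the second from 11.2% to 12.7%. The number of lower respiratory subunits was at least 38 at 5 μM, without 0 μM replicate 3 or 5 μM replicate 2, and at least 48 at 10 μM, without 10 μM replicate 2. Fewer libraries lower the power, and the cause of the rises was not tested.

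A test against a fold of 1.5 asks for a larger change by its construction and left 15 higher and 28 lower genes at 5 μM, 141 and 110 at 10 μM, 0 and 0 between 10 and 5 μM, and 41 shared genes. With no filter, more low-count genes are tested, and 46 were higher and 67 lower over 1.5-fold between 10 and 5 μM. In that comparison DESeq2 gave 7 higher and 12 lower, DESeq2 on these groups alone 643 changed, 6 higher and 8 lower, and edgeR on these groups alone 11 higher. DESeq2 on 2 groups at a time gave 126 genes at 10 μM only that differed between the doses. Without both libraries of lung and liver transcripts, 677 genes changed between 10 and 5 μM, and the components held 45.0% and 12.5%. Beyond the construction of the fold test and the filter, the cause was not tested.

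With an estimated correlation, which is built to allow for genes that vary together, the adjusted p at 5 and 10 μM was 0.285 and 0.307 for the respiratory subunits, 0.22 and 0.257 for mitochondrial ribosomal proteins, 0.285 and 0.273 for the anaphase-promoting complex, 0.192 and 0.203 for the proteasome, 0.114 and 0.104 for beta oxidation, and 0.114 and 0.119 for PPAR targets. GSEA gave 0.0647 for PPAR targets at 10 μM (the cause was not tested). GSEA kept 29 of 33 lists past the threshold at 5 μM and 29 of 32 at 10 μM, fry 33 and 32. Lists were also gained: in all, GSEA passed 29 at 5 μM and 31 at 10 μM, and fry 39 and 40. Those gained by GSEA at 10 μM were assembly factors (adjusted p = 0.032) and cytosolic ribosomal proteins (0.0022).

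The first component held 45.0% with scaled genes, 35.2% with the 500 most variable genes, 36.5% with a prior count of 0.5 and 34.9% with all genes scaled, and the second 13.0%, 12.4%, 11.7% and 13.0%, and the cause was not tested.

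With no fold threshold, which admits small changes by its construction, 29 lists were over- or underrepresented among shared genes and 1 among those at 10 μM only. The direction reversed among shared genes for complex I (0.00879), III (9.7e-04), IV (4.4e-05), V (0.00134) and I to V (2.4e-10), the tricarboxylic acid cycle (1.5e-05), mitochondrial ribosomal proteins (0.0267), replication (0.0235), mitosis (1.3e-06), the proteasome (1.7e-07), cholesterol (1.7e-06), NF-kB targets (2.9e-07), histones (0.0031) and nucleotide synthesis (2.8e-06). At 10 μM only it reversed for p53 targets (0.112), NF-kB targets (0.920), naive genes (0.304), Th2 genes (1), cytokines (0.852), interferon-stimulated genes (0.784), differentiation regulators (0.920) and cytosolic ribosomal proteins (1.8e-08), each an adjusted p.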

Differences from the paper's values

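The first principal component held 40.7% of the variance, and the paper's share is about 20% in Fig. 4A, read by eye. Every alternative set before the data were examined also gave a share over 1.5 times the paper's: 45.0% with scaled genes, 35.2% with the 500 most variable genes, 36.5% with a prior count of 0.5 and 37.3% to 42.7% with each library left out in turn. The second component held 10.4%, and the paper's share is about 17% in Fig. 4A, read by eye. Here the value was within 1.5 times the paper's with scaled genes (13.0%), the 500 most variable genes (12.4%), a prior count of 0.5 (11.7%) and without any single library except 5 μM replicate 2, where it was 11.2%. Which genes and which transform the paper used for this plot is not named in its text. All genes scaled, an alternative chosen after seeing the values, gave 34.9% and 13.0%, and leaving out both libraries with lung or liver transcripts, also chosen after seeing the values, 45.0% and 12.5%. Of the 315 genes that the paper's Table S2 gives for 5 μM, 310 were differentially expressed here, and of its 764 for 10 μM, 758. No filter called 4 of the other 5 at 5 μM and all 6 others at 10 μM, the latter left out by the filter here, and DESeq2 on 2 groups called 1 and 5 of them. Leaving out both libraries, chosen after seeing the values, called 3 and 3 of them and dropped to 280 and 716 of the paper's genes.

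The paper describes the 5 and 10 μM groups as close together and far from 0 μM. The mean distance between 5 and 10 μM was 35.7, against 32.0, 31.8 and 35.0 within the groups and 41.1 and 49.5 from 0 μM, in the order the paper gives, but on the first component 5 μM stood between the others and 1097 genes differed between 10 and 5 μM. The paper reports the fall of lipid pathways at 10 μM. Cholesterol biosynthesis enzymes were already lower at 5 μM (20 of 25) and lower still at 10 μM (21 of 25). The paper states for its heatmap that most of the lower genes were subunits of the respiratory complexes. The heatmap shows a selection, and over all lower genes, 53 of 2052 at 5 μM and 56 of 2870 at 10 μM were such subunits, whereas over the list itself most subunits were lower, 53 and 56 of the 76 among 12185 genes tested. The paper names actin terms for genes changed at 10 μM only. Of 37 actin cytoskeleton genes, a list written by hand, 1 was in that set, and 26 were lower at 10 μM without the fold threshold. The paper's GO terms are other gene sets and were not tested, so its result was not repeated here. For the 20 genes with the smallest adjusted p, 11 at 5 μM and 10 at 10 μM were among the 15 labelled genes reported beside the volcano plots. These 15 are pooled over Fig. 4B and C, and each was called changed at both concentrations. Any labelled gene beyond these 15 is not counted, so 11 and 10 are lower bounds.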

Other observations

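No test in this part was chosen after its result was seen. T cell activation genes went both ways: of 21 activation genes, 8 were higher and 6 lower at 5 μM (8 and 6 when adjusted over the list alone, adjusted p = 0.016, and adjusted p = 0.097 with an estimated correlation), and 11 were higher and 7 lower at 10 μM (11 and 7 when adjusted over the list alone, adjusted p = 0.018, and adjusted p = 0.088 with an estimated correlation), and GSEA gave 0.0667 at 10 μM. Il2ra, which encodes CD25, was at 415 ± 4.88 CPM at 0 μM, 491 ± 4.71 at 5 μM and 489 ± 16.2 at 10 μM (SD, n = 3) and rose slightly, by 0.24 (adjusted p = 3.1e-06) and 0.24 (adjusted p = 1.6e-06) on the log2 scale. Cd44 was at 189 ± 2.95 CPM at 0 μM, 187 ± 0.966 at 5 μM and 189 ± 5.24 at 10 μM (SD, n = 3), with a change of -0.02 (adjusted p = 0.63) and -0.00 (adjusted p = 0.93). These are transcripts on day 3, while Fig. 3 reports both proteins by flow cytometry, in cultures of which it is not known whether they are the same. Pdcd1, which encodes the inhibitory receptor PD-1, fell from 70.8 ± 1.95 to 48.0 ± 1.83 and 34.7 ± 0.360 CPM (SD, n = 3), or -0.56 (adjusted p = 1.8e-08) and -1.03 (adjusted p = 2.2e-12), and Tigit, another inhibitory receptor gene, by 0.69 and 1.17 on the log2 scale. Of 26 immediate early and T cell receptor signal genes, 9 were higher and 10 lower at 5 μM (10 and 11 when adjusted over the list alone, adjusted p = 0.81, and adjusted p = 0.88 with an estimated correlation), and 13 were higher and 11 lower at 10 μM (13 and 11 when adjusted over the list alone, adjusted p = 0.010, and adjusted p = 0.20 with an estimated correlation). Il17a and Il17f, the cytokine genes of Th17 cells, had 9 and 42 counts over all 9 libraries, Il6 10 and Il1b 13, too few to test. Kcna3, the potassium channel gene of T cells, is listed at 0 in every library. Of 9 measured Th17 genes, 3 were higher and 2 lower at 5 μM (3 and 2 when adjusted over the list alone, adjusted p = 0.033, and adjusted p = 0.11 with an estimated correlation), and 3 were higher and 2 lower at 10 μM (3 and 2 when adjusted over the list alone, adjusted p = 0.068, and adjusted p = 0.18 with an estimated correlation), with GSEA at 0.0682 at 5 μM, and Rora at 0.51 and 0.68. Ifng had -0.32 (adjusted p = 0.27) and -0.18 (adjusted p = 0.51) and Ccl5 0.04 (adjusted p = 0.91) and -0.05 (adjusted p = 0.86).

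Cyp1a1, a target gene of the aryl hydrocarbon receptor, fell from 3.98 ± 0.218 to 1.14 ± 0.149 and 0.628 ± 0.103 CPM (SD, n = 3), or -1.81 (adjusted p = 2.7e-06) and -2.66 (adjusted p = 3.1e-08), and Ahrr, the receptor's repressor, by 1.63 and 1.60 on the log2 scale, while Lrrc32 rose by 1.25 and 1.58. As a group, 1 was higher and 3 lower at 5 μM (1 and 3 when adjusted over the list alone, adjusted p = 0.20, and adjusted p = 0.29 with an estimated correlation), and 1 was higher and 3 lower at 10 μM (1 and 3 when adjusted over the list alone, adjusted p = 0.23, and adjusted p = 0.31 with an estimated correlation) of 7 measured targets. Of 18 Nrf2 target genes, 0 were higher and 9 lower at 5 μM (1 and 10 when adjusted over the list alone, adjusted p = 0.0081, and adjusted p = 0.11 with an estimated correlation), and 1 was higher and 9 lower at 10 μM (1 and 9 when adjusted over the list alone, adjusted p = 0.0085, and adjusted p = 0.096 with an estimated correlation), with Nqo1 at -0.48 and -0.64. Of 20 glycolytic enzymes, 3 were higher and 11 lower at 5 μM (4 and 13 when adjusted over the list alone, adjusted p = 0.063, and adjusted p = 0.31 with an estimated correlation), and 1 was higher and 13 lower at 10 μM (1 and 13 when adjusted over the list alone, adjusted p = 0.0063, and adjusted p = 0.19 with an estimated correlation): Ldha fell by 0.19 and 0.28 and Slc16a1, a lactate transporter gene, by 0.31 and 0.64, whereas Eno2 rose by 0.64 and 0.92.

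Genes that Table S1 lists for RT-qPCR had these values by RNA-seq, in cultures of which it is not known whether they are the same. Ndufc1 was at -0.26 (adjusted p = 0.0050) and -0.45 (adjusted p = 2.8e-05), Cox18 at -0.27 (adjusted p = 0.0014) and -0.35 (adjusted p = 6.6e-05), Atp5k at -0.28 (adjusted p = 0.0011) and -0.34 (adjusted p = 1.1e-04) at 5 and 10 μM, and Aco1 at -0.22 (adjusted p = 2.4e-04) at 10 μM. Nubpl was at -0.27 (adjusted p = 0.10) and -0.39 (adjusted p = 0.015), where the call at 10 μM ended without 0 μM replicate 2 (adjusted p = 0.051) or without 10 μM replicate 3 (0.078), and Idh1 at -0.56 (adjusted p = 0.052) and -0.50 (adjusted p = 0.067). The reference gene Gapdh was itself at -0.13 (adjusted p = 4.9e-04) and -0.18 (adjusted p = 1.6e-05).

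Of 12 regulatory T cell genes, 6 were higher and 2 lower at 5 μM (6 and 2 when adjusted over the list alone, adjusted p = 0.025, and adjusted p = 0.11 with an estimated correlation), and 7 were higher and 3 lower at 10 μM (7 and 3 when adjusted over the list alone, adjusted p = 0.12, and adjusted p = 0.21 with an estimated correlation), with GSEA at 0.0763 at 5 μM. For 12 enzymes of fatty acid synthesis, 2 were higher and 7 lower at 5 μM (2 and 7 when adjusted over the list alone, adjusted p = 0.021, and adjusted p = 0.11 with an estimated correlation), and 2 were higher and 7 lower at 10 μM (2 and 7 when adjusted over the list alone, adjusted p = 0.035, and adjusted p = 0.18 with an estimated correlation), with GSEA at 0.0823 and 0.207. A list of 50 genes was written for replication-dependent histones, whose transcripts lack the poly(A) tail, but it also holds H1f0, which is not of this class. In this list, 0 were higher and 7 lower at 5 μM (0 and 3 when adjusted over the list alone, adjusted p = 0.049, and adjusted p = 0.29 with an estimated correlation), and 1 was higher and 6 lower at 10 μM (1 and 2 when adjusted over the list alone, adjusted p = 0.18, and adjusted p = 0.44 with an estimated correlation). At 5 μM the call ended with these 2 groups alone (0.0679) and without any single library except 0 μM replicate 1 and 5 μM replicate 2 (0.0543 to 0.128, the highest without 0 μM replicate 2). The 86 cytosolic ribosomal protein genes gave these counts: 4 were higher and 3 lower at 5 μM (1 and 2 when adjusted over the list alone, adjusted p = 0.91, and adjusted p = 0.99 with an estimated correlation), and 40 were higher and 6 lower at 10 μM (40 and 6 when adjusted over the list alone, adjusted p = 0.069, and adjusted p = 0.78 with an estimated correlation). GSEA passed this list as higher at 10 μM (adjusted p = 0.0022). Cytokine and chemokine genes at 10 μM had 13 higher and 8 lower of 32 (13 and 8 when adjusted over the list alone, adjusted p = 0.0087, and adjusted p = 0.084 with an estimated correlation). Regulators of alpha-beta T cell differentiation at 5 μM had 11 higher and 8 lower of 25 (13 and 8 when adjusted over the list alone, adjusted p = 0.11, and adjusted p = 0.31 with an estimated correlation). At 10 μM, of 18 enzymes of the tricarboxylic acid cycle 0 were higher and 16 lower (0 and 17 when adjusted over the list alone, adjusted p = 1.5e-05, and adjusted p = 0.075 with an estimated correlation), of 78 mitochondrial ribosomal proteins 1 was higher and 46 lower (1 and 49 when adjusted over the list alone, adjusted p = 7.6e-05, and adjusted p = 0.26 with an estimated correlation), of 43 assembly factors 2 were higher and 16 lower (2 and 16 when adjusted over the list alone, adjusted p = 0.068, adjusted p = 0.18 with an estimated correlation and 0.032 by GSEA), and of 13 mitochondrially encoded genes 0 were higher and 6 lower (0 and 6 when adjusted over the list alone, adjusted p = 0.012, and adjusted p = 0.21 with an estimated correlation). Of all 42 lists, 32 passed at 10 μM, 22 lower and 10 higher, and 13 of these with an estimated correlation, while another split of the same libraries passed as many as 29 (below). Between 10 and 5 μM, 19 passed, 9 lower and 10 higher, and 13 of these with an estimated correlation.

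Of 10 CD4 T cell markers, 1 was higher and 3 lower at 5 μM (1 and 4 when adjusted over the list alone, adjusted p = 0.092, and adjusted p = 0.29 with an estimated correlation), and 0 were higher and 3 lower at 10 μM (0 and 3 when adjusted over the list alone, adjusted p = 0.069, and adjusted p = 0.25 with an estimated correlation), with Thy1 at -0.47 and -0.62. Of 5 measured B cell markers, 1 was higher and 0 lower at 5 μM (1 and 0 when adjusted over the list alone, adjusted p = 0.50, and adjusted p = 0.52 with an estimated correlation), and 1 was higher and 0 lower at 10 μM (1 and 0 when adjusted over the list alone, adjusted p = 0.58, and adjusted p = 0.61 with an estimated correlation), and of 4 gamma-delta T cell markers, 1 was higher and 0 lower at 5 μM (0 and 0 when adjusted over the list alone, adjusted p = 0.62, and adjusted p = 0.63 with an estimated correlation), and 1 was higher and 0 lower at 10 μM (1 and 0 when adjusted over the list alone, adjusted p = 0.84, and adjusted p = 0.85 with an estimated correlation). Lists with fewer measured genes were read gene by gene. Cd8a and Cd8b1 did not pass the test at either concentration, nor did Cxcr2 of the neutrophil list, or Pecam1 and Col1a1 of the stromal and endothelial list. Of the macrophage list, Mpeg1 fell by 0.99 and 1.31 on the log2 scale, and Cd68 rose by 1.39 and 1.81, where the call at 5 μM ended without 0 μM replicate 1, 0 μM replicate 3 or 5 μM replicate 3 (adjusted p = 0.102, 0.117 and 0.140) and the changes were 2.53 and 2.94 without 0 μM replicate 2. Lyz2 rose by 2.74 at 10 μM (adjusted p = 0.014), a call that ended without 10 μM replicate 1 (-0.13, adjusted p = 0.864) or without 0 μM replicate 1 (0.0519). Of the dendritic cell list, Zbtb46 rose by 1.22 at 10 μM and Bst2 did not pass. Of the NK list, Klrk1 fell by 1.14 and 1.74 and Eomes rose. Of the erythroid list, Hba-a2 and Hbb-bs rose by 2.18 and 2.62 at 10 μM (adjusted p = 0.021 and 0.012), and without 10 μM replicate 1 their changes were -0.21 and -0.03 (0.749 and 0.970). The call for Hba-a2 also ended without 0 μM replicate 1 (0.0815) and that for Hbb-bs without 0 μM replicate 2 (0.0568).

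With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each case 1 of 10 splits, the real one, gave a result as large. The real split and the highest of the others gave 4036 and 0 changed genes at 5 μM, 198 and 0 higher and 214 and 0 lower over 1.5-fold, and 33 and 25 lists past the threshold. At 10 μM they gave 5769 and 0 changed genes, 505 and 0 higher, 409 and 0 lower, and 32 and 29 lists. Between 10 and 5 μM they gave 1097 and 2 changed genes, 20 and 0 higher, and 22 and 2 lower.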
